# Transcriptome profiling of Arabian horse blood during training regimens

**DOI:** 10.1186/s12863-017-0499-1

**Published:** 2017-04-05

**Authors:** Katarzyna Ropka-Molik, Monika Stefaniuk-Szmukier, Kacper Żukowski, Katarzyna Piórkowska, Artur Gurgul, Monika Bugno-Poniewierska

**Keywords:** Arabian horse, Training, Blood transcriptome, RNA-seq, Exercise adaptation

## Abstract

**Background:**

Arabian horses are believed to be one of the oldest and most influential horse breeds in the world. Blood is the main tissue involved in maintaining body homeostasis, and it is considered a marker of the processes taking place in the other tissues. Thus, the aim of our study was to identify the genetic basis of changes occurring in the blood of Arabian horses subjected to a training regimen and to compare the global gene expression profiles between different training periods (T_1_: after a slow canter phase that is considered a conditioning phase, T_2_: after an intense gallop phase, and T_3_: at the end of the racing season) and between trained and untrained horses (T_0_). RNA sequencing was performed on 37 samples with a 75-bp single-end run on a HiScanSQ platform (Illumina), and differentially expressed genes (DEGs) were identified based on DESeq2 (v1.11.25) software.

**Results:**

An increase in the number of DEGs between subsequent training periods was observed, and the highest amount of DEGs (440) was detected between untrained horses (T_0_) and horses at the end of the racing season (T_3_). The comparisons of the T_2_ vs. T_3_ transcriptomes and the T_0_ vs. T_3_ transcriptomes showed a significant gain of up-regulated genes during long-term exercise (up-regulation of 266 and 389 DEGs in the T_3_ period compared to T_2_ and T_0_, respectively). Forty differentially expressed genes were detected between the T_1_ and T_2_ periods, and 296 between T_2_ and T_3_. Functional annotation showed that the most abundant genes up-regulated in exercise were involved in pathways regulating cell cycle (PI3K-Akt signalling pathway), cell communication (cAMP-dependent pathway), proliferation, differentiation and apoptosis, as well as immunity processes (Jak-STAT signalling pathway).

**Conclusions:**

We investigated whether training causes permanent transcriptome changes in horse blood as a reflection of adaptation to conditioning and the maintenance of fitness to compete in flat races. The present study identified the overrepresented molecular pathways and genes that are essential for maintaining body homeostasis during long-term exercise in Arabian horses. Selected DEGs should be further investigated as markers that are potentially associated with racing performance in Arabian horses.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12863-017-0499-1) contains supplementary material, which is available to authorized users.

## Background

It is well established that intensive training initiates long-term adaptation processes that are involved in the establishment of a new body homeostasis. During exercise, the oxygen demand significantly increases, and thus, one of the most important adaptations to training is optimization of O_2_ transport in the entire organism by both improvements in vascular endothelial function and increases in mitochondrial function [1, 2]. On the other hand, an imbalance between exercise and the recovery process can result in negative consequences, such as underperformance and a progressive fatigue called overtraining syndrome [3, 4]. It seems to be important to distinguish the signs of overtraining from the effects of balanced exercise on the molecular level in order to design molecular tools for training optimization. To date, only the protein levels of alpha-1 antitrypsin has been considered as a marker of overtraining in horses based on protein analysis during normal and intensive training [5].

In humans, several studies emphasized the need for identifying a possible genetic predisposition to athletic performance and for detecting the molecular pathways involved in overtraining syndrome [4]. The horse is considered as an excellent model for analysing the changes that occur in response to exercise-induced stress. In recent decades, huge improvements in molecular genetics methods have enabled genome-wide searches for genes associated with important phenotypic features. Due to the high profitability of sport and racing horses, a major area of research is to identify the genetic basis of athletic performance in Arabian horses.

The first analysis of changes in muscle gene expression profiles during exercise adaptation was performed in Thoroughbreds using cDNA microarrays [6]. In 2010, the research performed by McGivney et al. [7] using RNA sequencing (Next-Generation technology) confirmed the differential expression of 92 transcripts in equine muscle tissues before and after long-term exercise. Among the genes whose expression decreased after exercise, the authors identified the myostatin gene (*MSTN*). The strong association of MSTN with the best race distances and athletic performance in Thoroughbreds was later confirmed by other studies [8, 9]. The comparative transcriptome analysis of blood and muscle cells in six Thoroughbred horses showed the common expression of over 11,300 genes in both tissues, which constituted over 60% of all genes transcribed in muscle [10]. Furthermore, the authors confirmed the significant effects of intense exercise on the transcriptome profiles of both tissues [10].

The racing performance traits of Thoroughbred horses (TB) have been widely described. On the other hand, the exact mechanism that occurs in the blood and muscles of Arabian horses during exercise in relation to stamina and performance is still not well understood. In purebred Arabians, a main selection criteria is racetrack performance. Young (3- to 4-year-old) horses compete in races, and this age has a significant effect on their development. After their career on the race track is finished, the predisposed horses are prepared for endurance rides.

Capomaccio et al. [11], who analysed whole transcriptome profiles of blood in Arabian horses, pinpointed the biological processes that are potentially related to exercise-induced stress and identified groups of genes that are related to inflammation, immune interaction or cell signalling. Such research is intended to broaden our knowledge of the molecular mechanisms associated with adaptation to exercise in order to select the most suitable training schedules for obtaining better performance as well as maintaining animal health [12].

It has been established that repeated rounds of exercise lead to new basal levels of gene expression in resting muscles [13]. Blood is the main tissue involved in maintaining body homeostasis, and it is considered a marker of the processes taking place in the other tissues. Thus, the aim of our study was to identify the genetic basis of changes occurring in the blood of Arabian horses during their training regimen. We investigated whether the training period causes permanent transcriptome changes that are involved in the horse’s adaptation to conditioning and maintenance of its fitness to compete in flat races.

## Methods

### Animals

The profiling of blood transcriptomes was performed for 12 Arabian horses (3 years old) that were introduced to the training centre (to prepare for flat racing). Blood samples were collected at 3 different time points during the training procedure: after the slow canter phase, which is considered a conditioning phase (March; T_1_); after an intense gallop phase (May, trained horses before the racing season; T_2_); and at the end of the racing season (October; T_3_). The blood transcriptomes of 6 untrained Arabian horses (2.5 years old; T_0_) were also analysed. It was not possible to collect blood samples from all of the same horses in the control group as a training group (some horses sampled as untrained were not introduced to the training centre). The analysed group of animals included the same number of mares and stallions in order to avoid a gender effect.

To identify genes with the greatest effect on adaptation to long-term exercise, we compared transcriptomes starting from period T_1_ (conditioning phase) to T_3_ (end of training after the racing season): T_1_ → T_2_ → T_3_ (training comprised one year). Additionally, we compared transcriptome profiles between the T_3_ (trained horses) and T_0_ (untrained horses, control group) periods in order to detect potential training-induced modifications of gene expression: T_1_ → T_2_ → T_3_ → T_0_.

All animals were healthy (they were under veterinary supervision) and successfully performed on the racetrack during the racing season. In each period, samples were collected at the same time of the day (2 h after morning feeding and before training to avoid disruption of the training routine) and according to the same procedure for each horse. The exact training schedule and the time points of sample collection are precisely described in the Additional file 1: Figure S1. All horses were maintained in one stud, which was owned by one breeder. In addition, they were introduced in the Polish Arabian Stud Book (PASB) while also belonging to the pure Polish line of known origin since the late 1700s. They were also maintained under the same environmental and feeding conditions (fed a hay- and oat-based diet that was supplemented with a commercial feed mixture according to the stage of the training cycle).

The protocol was approved by the Animal Care and Use Committee of the Institute of Pharmacology, Polish Academy of Sciences in Kraków (no. 1173/2015). Owners consent for their horses’ inclusion in the study.

### Transcriptome sequencing

In total, 42 blood samples were collected from the jugular vein into Tempus™ Blood RNA Tubes (Ambion, Life Technologies) and stored at −20 °C. Total RNA was isolated using the MagMAX™-96 Total RNA Isolation Kit (Ambion, Life Technologies) according to the manufacturer’s protocol. The quality and quantity of obtained RNA were examined using NanoDrop 2000 (Thermo Scientific; Wilmington, USA) and TapeStation 2200 instruments with Agilent RNA ScreenTape (Agilent, Perlan Technologies). The RNA samples with RIN (RNA integrity number) values above 8.5 were used for further analysis. Five samples were removed from RNA-seq analysis due to the exclusion of horses from the training cycle for various reasons (lameness or poor metabolic performance).

The cDNA libraries were prepared from 400 ng of total RNA with TruSeq RNA Sample Prep Kit v2 kit (Illumina) according to the protocol. The quality and quantity of the obtained libraries were established using Qubit 2.0 (Invitrogen, Life Technologies) and TapeStation 2200 (D1000 ScreenTape; Agilent). RNA sequencing was performed with a 75-bp single-end run on a HiScanSQ platform (Illumina) using TruSeq SR Cluster Kit v3- CBOT-HS and TruSeq SBS Kit v 3 - HS chemistry (Illumina). Indexed samples were pooled into two groups and loaded into 3–4 lanes on two flow-cells, which allowed for obtaining at least 3 technical replications per library.

### Data analysis

Quality control (QC) of the raw sequence data was conducted using FastQC software (v0.11.4). The obtained QC results were used as an indicator to remove adapter sequences, reads shorter than 36 bp and/or reads with a quality score lower than 20 (Flexbar software v2.5) [14]. The quantification of transcript abundance was conducted using RSEM software (v1.2.22) [15] supported by STAR aligner software (STAR_2.4.2a) [16]. The raw reads were aligned to the *Equus caballus* genome (assembly Equus_caballus.EquCab2.83) as a reference, while the whole procedure was followed by alignment parameter evaluation using ENCODE3's STAR-RSEM pipeline. To detect the differentially expressed genes (DEGs), Bioconductor/R-project package (R version 3.3.1) was used with DESeq2 (1.12.4) (SummarizedExperiment_1.2.3; Biobase_2.32.0; GenomicRanges_1.24.2) (adjusted p-value was calculated using the Benjamini/Hochberg method) [17].

Gene Ontology (GO) annotation was performed for DEGs (fold change ≥ |1.3|; adjusted *p*-value < 0.05) using Panther software [18]. Because variability in the fold change (FC) of a gene is inversely related to its expression level [19], in the present study, DEGs with FC > 1.3 (*p*-value < 0.05) were considered significant in order to avoid overlooking the exercise–induced modifications of highly expressed genes. GO annotations were performed using the latest version of the *Equus caballus* reference, which includes 20,384 annotated genes. The p-value in enrichment tests was determined based on the Mann–Whitney *U* Test (Wilcoxon Rank-Sum Test) with a Bonferroni correction. The online DAVID software and the Kyoto Encyclopedia of Genes and Genomes (KEGG) with KEGG mapper – search pathway tools was applied for pathway detection and analysis. The significantly enriched pathways were identified based on the p-values obtained from a Fisher Exact test.

### qPCR validation

The evaluation of mRNA levels of eight selected DEGs was performed by a real-time qPCR method. Genes selected for validation were identified as significantly differentially expressed in at least two comparisons between different training periods.

cDNA was synthesized for all analysed samples from 500 ng of total RNA with the use of a TranscriptME RNA kit (Blirt, Poland), according to manufacturer’s protocol. The determination of gene expression was performed on a 7500 Real-Time PCR System using AmpliQ 5x HOT EvaGreen® qPCR Mix Plus (ROX) (Novazym, Poland) in three technical replicates for each sample. Two different genes were used as endogenous controls: *GAPDH* (glyceraldehyde 3-phosphate dehydrogenase) and *SDHA* (succinate dehydrogenase complex subunit A) [20]. Primers for the target and control genes were designed using version 4.0.0 of Primer3 software based on the reference sequences annotated in the Ensembl database (Additional file 2: Table S1). For all genes except *P2RY14*, PCR products spanned two exons. The efficiency of the qPCR reactions was defined using the standard curve method, and mRNA abundance was calculated according to the ∆∆Ct method.

Pearson’s correlation was used to compare the normalized read counts and qPCR data. A one-way ANOVA with Duncan’s post hoc test was used to estimate the significance of differences in gene expression between training periods.

## Results

### Sequencing data

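Blood was drawn from Arabian horses in race training after the slow canter phase (T1, March) and after the intense gallop phase (T2, May). It was also drawn at the end of the racing season (T3, October) and from untrained horses (T0). October was taken as the month of T0, although neither the titles of its samples nor the paper's text states it. RNA libraries were sequenced from 6 samples of T0, 12 of T1, 11 of T2 and 8 of T3. The horses of T1, T2 and T3 were sampled repeatedly, but the sample labels name no horse, so the periods were compared as independent groups. The authors removed adapters and reads of low quality, aligned the remaining reads to the EquCab2 assembly with STAR and estimated with RSEM the number of reads of each gene of Ensembl release 83. The values used here are these expected counts, rounded to whole numbers by the authors and not normalized, for 37 libraries. Of the annotated genes, 20718 had at least 1 count in a library. The total of counts per library ranged from 3810631 in T1 to 14932603 in T3, with a median of 10611594.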

In total, 914.7 million raw reads were generated for all samples, ranging from 16.4 to 27.7 M per sample. On average, individual samples yielded 24.7 M (±3.8) reads. After quality trimming and filtration, 898 M high-quality reads (98.2% of all reads) were used for mapping. According to the STAR-RSEM pipeline, there were 7.8 – 28.2 M (19.7 M or 81%, on average) uniquely aligned reads per sample. Detailed statistics on the number of analysed reads and achieved mapping efficiency are presented in Additional file 3: Table S2. 

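The total of counts assigned to genes lay between 10416083 and 11898485 per library in T0 and between 6871395 and 12219646 in T2. The highest total in T1 was 14694001, and the lowest in T3 was 10505578. The number of genes with at least 1 count was 14914 ± 186 (SD, n = 6) in T0, 14012 ± 981 (SD, n = 12) in T1, 14543 ± 348 (SD, n = 11) in T2 and 15217 ± 374 (SD, n = 8) in T3. In the paper's Table S2, the median share of uniquely mapped reads, as computed here by period, was 86.67% in T0, 77.91% in T1, 81.66% in T2 and 87.9% in T3. The paper's share was under 75% in 5 samples of T1 and 2 samples of T2, and in no sample of T0 or T3. The samples of Table S2 carry other numbers than the library labels, so these shares and the sequencing pools were not assigned to single libraries.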

Approximately 81% of raw reads were mapped to the EquCab2.0 assembly, 51% of which matched annotated exonic regions, 16% matched intronic regions, and 33% matched intergenic regions. The analysis was submitted to the NCBI Gene Expression Omnibus (GEO) functional genomics data repository and assigned GEO accession number GSE83404 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE83404).

### Exercise-regulated differentially expressed genes

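Counts were normalized with the TMM method of edgeR. In each comparison, only the libraries of the 2 periods compared were fitted, genes with low counts were removed with filterByExpr, and differences were tested with the quasi-likelihood F-test and Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p-value below 0.05 and a fold change of at least 1.3 in either direction, and a positive log2 fold change means higher expression in the second period named. In a principal component analysis of log2 CPM (counts scaled to the TMM-adjusted library total) over 12025 genes, PC1 held 55.5% and PC2 8.08% of the variance. The mean PC1 score was 47.1 ± 3.08 (SD, n = 6) in T0, -61.4 ± 63.7 (SD, n = 12) in T1, 3.56 ± 27.1 (SD, n = 11) in T2 and 51.9 ± 17.2 (SD, n = 8) in T3. The TMM factor ranged from 1.17 to 1.24 in T0, from 0.410 to 1.14 in T1, from 0.949 to 1.21 in T2 and from 1.05 to 1.25 in T3.

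**Figure D1:**
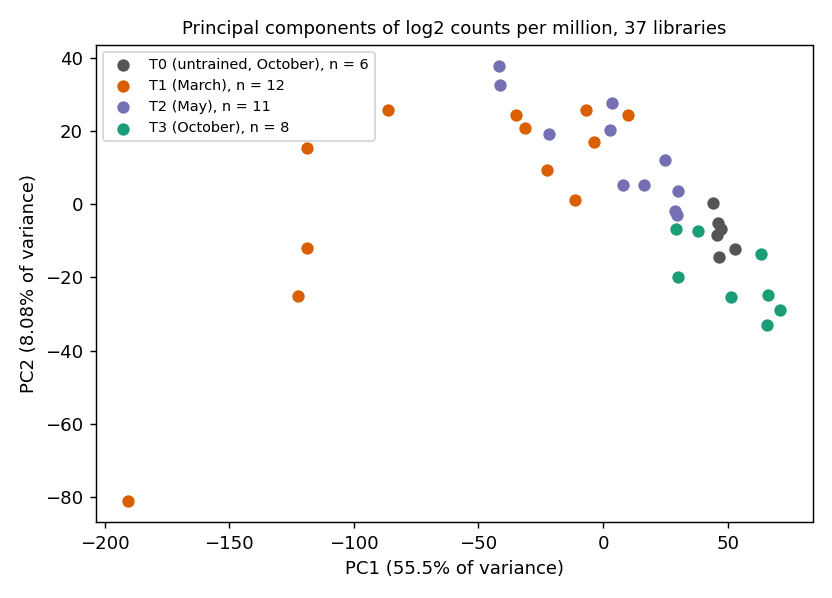
Scores of the 37 libraries on PC1 and PC2 of log2 CPM, 1 point per library, coloured by period. The T1 libraries spread from -190.5 to 10.1 on PC1, and the T0 libraries lie between 44.2 and 53.1.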

In the present research, the blood transcriptome profiles between horses in successive training stages and a control group were compared as follows: T_1_:T_2_, T_2_:T_3_, and T_0:_T_3_. 

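Between T1 and T2, 3584 of 11188 tested genes (32.0%) were differentially expressed. Between T2 and T3, 5107 of 11599 tested genes (44.0%) were, and between T0 and T3, 2295 of 11696 (19.6%). The number between T1 and T2 depended most on the analysis: with the first surrogate variable as a covariate, 1 gene was differentially expressed, while in that fit the numbers between T2 and T3 and between T0 and T3 were 5246 and 2379.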

(T_1_ → T_2_ → T_3_ → T_0_)_._ An increase in the number of DEGs (fold change at of least ±1.3; adjusted p-value < 0.05) between subsequent training periods was observed, and the highest amount of DEGs (440) was detected between untrained horses (T_0_) and horses at the end of the racing season (T_3_) (Table 1). The comparisons of the transcriptomes T_2_ vs. T_3_ and T_0_ vs. T_3_ showed a significant gain in up-regulated genes during long-term exercise (up-regulation of 266 and 389 DEGs in T_3_ period compared to T_2_ and T_0_, respectively). 

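Of the differentially expressed genes, 2611 (51.1%) were higher in T3 than in T2 and 2496 were lower. Between T0 and T3, 1218 (53.1%) were higher in T3 and 1077 were lower. Between T1 and T2, 1258 (35.1%) were higher in T2 and 2326 were lower. This share depended on the analysis: it was 49.2% (2237 of 4545) with the number in the sample title as a block, 45.3% (1808 of 3988) with sex as a term, 44.7% (2191 of 4904) with all 37 libraries in one fit, 29.2% (808 of 2767) with thinned libraries and 6.58% (67 of 1018) with the fold threshold tested by glmTreat. With glmTreat the share higher in T3 was 68.3% against T2 and 76.6% against T0, and with no fold threshold it was 47.6% and 49.6%. The balance differed for large changes. With a fold change of at least 2, 827 genes were higher and 47 lower in T3 than in T2, 298 were higher and 79 lower in T3 than in T0, and 89 were higher and 907 lower in T2 than in T1. Among genes with a mean of at least 50 counts, the largest rise from T0 to T3 was that of ENSECAG00000022371, with 3.45 ± 2.18 CPM (SD, n = 6) in T0 and 49.2 ± 32.7 (SD, n = 8) in T3, a log2 fold change of 3.82 (standard error 0.68, adjusted p = 0.0019 from edgeR). The largest fall was that of ENSECAG00000006522, from 90.6 ± 156 CPM (SD, n = 6) to 6.73 ± 4.10 (SD, n = 8), a log2 fold change of -3.74 (standard error 0.93, adjusted p = 0.0095 from edgeR); without T0 replicate 4 it was -2.13 and the gene was not differentially expressed. From its numbers of genes up-regulated in T3 against T2 and against T0, the paper states that up-regulated genes increased during long-term exercise.

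**Figure D2:**
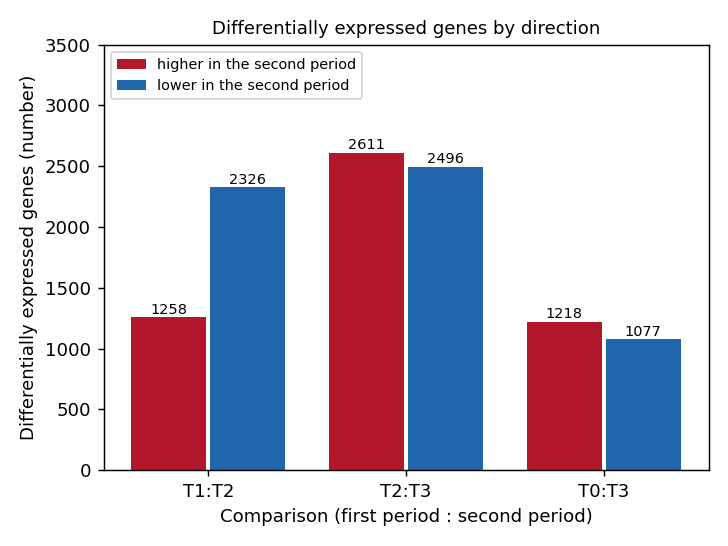
Number of differentially expressed genes that were higher (red) or lower (blue) in the second period of each comparison. The bars are nearly even between T2 and T3 (2611 and 2496) and between T0 and T3 (1218 and 1077).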

Forty differentially expressed genes were detected between the T_1_ and T_2_ periods, and 296 between T_2_ and T_3_.

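The median size of the log2 fold change among the differentially expressed genes was 0.78 between T1 and T2 and 0.65 between T2 and T3. Among genes with a mean of at least 50 counts, the largest change between T1 and T2 was a fall of ENSECAG00000025265 from 151 ± 161 CPM (SD, n = 12) to 15.6 ± 6.72 (SD, n = 11), a log2 fold change of -3.25 (standard error 0.57, adjusted p = 0.0066). Between T2 and T3, the largest was a rise of ENSECAG00000011254 from 1.04 ± 0.65 (SD, n = 11) to 10.8 ± 6.45 CPM (SD, n = 8), a log2 fold change of 3.31 (standard error 0.40, adjusted p = 3.4e-05 from edgeR), and each T3 library was above each T2 library.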

**Table 1:** The number of identified differentially expressed genes (DEGs) between different training periods

Comparison	T_1_:T_2_		T_2_:T_3_		T_0_:T_3_	
	Down	Up	Down	Up	Down	Up
Annotated gene	34		269		389	
	15	19	19	250	28	361
Novel gene	6		27		51	
	–	6	11	16	23	28
Total DEGs	40		296		440	

Furthermore, when comparing the transcriptomes in the T_0_ vs. T_3_ exercise stages, 51 novel exercise-regulated genes (annotated as novel genes according to the Ensemble database) were detected: 23 were up-regulated and 28 were down-regulated, which accounted for approximately 11% of all identified DEGs. 

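The paper's Table S3 gives Ensembl identifiers for 23 genes that it lists as higher in T3 than in T0 and for 9 that it lists as lower. All were tested here. Of the 23, 21 had a positive log2 fold change, and 1, NHSL2 (ENSECAG00000002472), was differentially expressed in that direction, with a log2 fold change of 1.08 (standard error 0.17, adjusted p = 0.0014 from edgeR) and 8 of 8 T3 libraries above the T0 median. A further gene of the 23, ENSECAG00000014696, was differentially expressed in the opposite direction, with a log2 fold change of -0.51 (standard error 0.17, adjusted p = 0.037 from edgeR) and 8 of 8 T3 libraries below the T0 median, but it was not called without T0 replicate 2 (log2 fold change -0.44) or without T3 replicate 1 (-0.45). Of the 9 genes listed as lower, 2 had a negative log2 fold change and 0 were differentially expressed. The 1 with an unadjusted p-value below 0.05, FTH1, was higher in T3, against the listed direction (log2 fold change 0.45, standard error 0.19).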

Due to the high number of uncharacterized DEGs, the functional classification of orthologues was performed using Panther software. The analysis showed that some of the gene orthologues classified as novel corresponded to protein families and/or protein classes (Additional file 4: Table S3). The most overrepresented functional group included a panel of orthologous genes related to binding activity (molecular function, GO:0005488; e.g., *TBL1X, TAF1, SRCAP, AKAP11, POM121C, RBM27*) and biological regulation (biological process, GO:0065007; *TBL1X, TAF1, SRCAP, AKAP11* and LOC100062658 orthologs). 

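TBL1X, TAF1, SRCAP, AKAP11, POM121C and RBM27 were all higher in T3 than in T2, with log2 fold changes from 0.80 to 1.23, and all 6 were differentially expressed (adjusted p from 0.00011 to 0.0041). For TBL1X (ENSECAG00000015324) the log2 fold change between T2 and T3 was 1.06 (standard error 0.18, adjusted p = 0.00024 from edgeR). From T0 to T3, 0 of the 6 were differentially expressed, with log2 fold changes from 0.04 to 0.32 and 1 of the 6 at an unadjusted p-value below 0.05. That gene was TAF1, with a log2 fold change of 0.32 (standard error 0.13, adjusted p = 0.081 from edgeR); without T3 replicate 2, TAF1 was differentially expressed with 0.39. POM121C had 0.23 (standard error 0.13) and TBL1X 0.21 (standard error 0.13).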

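The orthologues of TBL1X, RBM27, GOPC, KMT2C, LY5, PRR14L, TRAPPC10 and LOC100062658 have Ensembl identifiers in Table S3 of the paper, and each was tested. Between T2 and T3, 8 of the 8 were differentially expressed and higher in T3, with a median log2 fold change of 1.19. PRR14L had the largest, 2.405 (standard error 0.37, adjusted p = 0.00011 from edgeR), followed by KMT2C with 2.26 (standard error 0.30, adjusted p = 4.1e-05), and LOC100062658 had the smallest, 0.81 (standard error 0.16, adjusted p = 0.00052). In T0:T3, all 8 had a log2 fold change above 0, up to 0.37, and 0 were differentially expressed, with 1 of the 8 at an unadjusted p-value below 0.05.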

Some of the genes identified as novel were differentially expressed in two out of three comparisons (T_2_:T_3_ and T_0_:T_3_)_,_ which suggested that selected genes can play an important role during the adaptation process to exercise (orthologues of *TBL1X, RBM27, GOPC, KMT2C, LY5, PRR14L, TRAPPC10, LOC100062658*) (Additional file 4: Table S3).

We also compared the sets of significant DEGs for T_1_ vs. T_2_, T_2_ vs. T_3_ and T_0_ vs. T_3_, and we detected several genes whose transcription was down- or up-regulated during at least two training periods (Table 2). 

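Table 2 lists 17 up-regulated and 9 down-regulated genes, all of which were tested here. Between T2 and T3, 15 of the 17 were differentially expressed and higher in T3 (median log2 fold change 1.24), and 6 of the 9 were differentially expressed and lower (median -0.71). In T0:T3, 1 of the 17 was differentially expressed, NCOA2, with a median log2 fold change of 0.20, and 0 of the 9 were, with 1 of these at an unadjusted p-value below 0.05. Between T1 and T2, ATP13A3 and WDR7 were differentially expressed among the 17, and 4 of the 9 were. Adjusted over the list alone, the numbers for the up-regulated genes were 16, 1 and 0 in T2:T3, T0:T3 and T1:T2 (7 in T1:T2 at an unadjusted p-value below 0.05), which is not independent evidence, because the study chose the list on these libraries. In T1:T2, SYCE1 had a log2 fold change of -1.79 (standard error 0.45, adjusted p = 0.0073), ANKZF1 of -0.82 (standard error 0.22, adjusted p = 0.0099) and WDR7 of 0.76 (standard error 0.27, adjusted p = 0.035), each from edgeR. Without T1 replicate 3 the log2 fold change of WDR7 was 0.66, and the gene was not differentially expressed. ACVR2A, P2RY14 and AGPAT5 had 0.07 (standard error 0.25), 0.11 (standard error 0.29) and 0.26 (standard error 0.22) and were not differentially expressed; the sign changed for ACVR2A without T1 replicate 4 (-0.03) and for P2RY14 without T1 replicate 2 (-0.01).
Over all genes, 1283 were differentially expressed in the same direction in T2:T3 and T0:T3, of which 665 were lower and the others higher in T3. The 2 comparisons share the T3 libraries. Across the 11533 genes tested in both, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.476. In 20 simulations of unchanged groups that share the T3 libraries the mean correlation was 0.490 (from 0.438 to 0.516), so the correlation was no higher than shared libraries alone give. The highest number of genes differentially expressed in both comparisons was 0 in these simulations. Each gene was drawn independently, without variation that many genes share. The simulations thus cannot exclude such variation between libraries as a source of the 1283 genes. The real libraries were also put into 3 groups of the same sizes at random 100 times. The correlation of the log2 CPM differences then ran from 0.028 to 0.770 (5th to 95th percentile). How many of the 1283 reflect the shared libraries in part was not determined. For T1:T2 and T2:T3, which share the T2 libraries, 2179 genes were differentially expressed in the same direction, of which 691 were higher and 1488 lower in the later period. The correlation was 0.598 across 11164 genes, and the simulated mean was -0.462. In 100 random regroupings of these real libraries it ran from -0.879 to 0.221 (5th to 95th percentile).

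**Figure D3:**
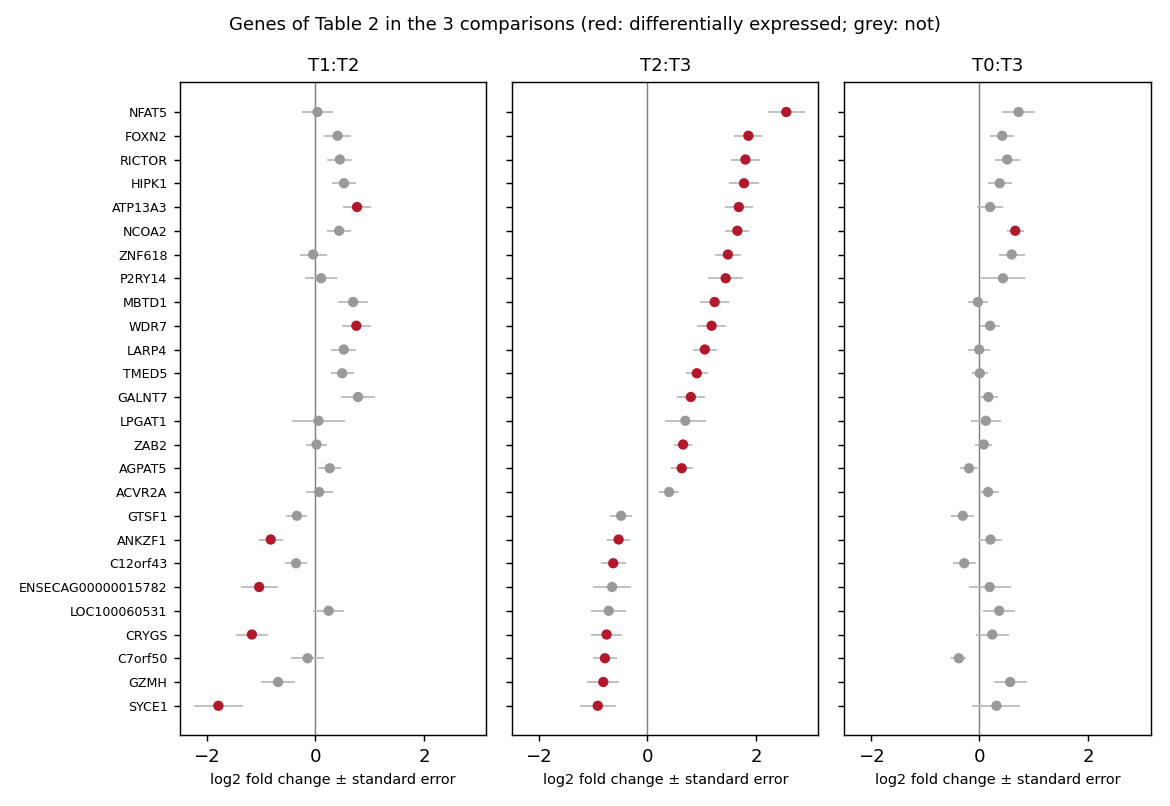
Log2 fold changes of the genes of Table 2, with bars of 1 standard error, in the 3 comparisons. Genes differentially expressed in the comparison are red. In T2:T3 the genes listed as up-regulated lie between 0.40 and 2.56, and in T0:T3 between -0.19 and 0.72.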

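NCOA2, P2RY14, MBTD1, ZNF618, NFAT5, ATP13A3 and WDR7 were all differentially expressed between T2 and T3, each with higher expression in T3. NFAT5 (ENSECAG00000010266) had the largest log2 fold change, 2.56 (standard error 0.34, adjusted p = 4.1e-05 from edgeR). It was followed by ATP13A3 with 1.68 (standard error 0.26), NCOA2 with 1.66 (standard error 0.22) and ZNF618 with 1.48 (standard error 0.23), and WDR7 had the smallest of the 7, 1.18 (standard error 0.26). The T3 libraries above the T2 median numbered 8 of 8 for these 5 genes. Between T0 and T3, 1 of the 7 was differentially expressed: NCOA2 had a log2 fold change of 0.66 (standard error 0.15, adjusted p = 0.0066 from edgeR), with 7 of 8 T3 libraries above the T0 median. NFAT5 had 0.72 (standard error 0.31, adjusted p = 0.10), and without T3 replicate 2 it was differentially expressed with 0.87.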

According to their GO annotations, the identified genes play a role in the regulation of biological processes (GO:0050789; NC*OA2, P2RY14, MBTD1, ZNF618, NFAT5*), homeostatic processes (GO:0042592; *ATP13A3*) and metabolic processes (nucleobase-containing compound metabolic process, GO:0006139; *NCOA2, P2RY14, MBTD1, ZNF618, NFAT5, WDR7*).

**Table 2:** List of exercise regulated (down or up-regulated) genes during at least two training periods

Training periods	Gene name	Ensembl Accession number	T_1_:T_2_		T_2_:T_3_		T_0_:T_3_	
			FC	adj p	FC	adj p	FC	adj p
Genes up-regulated								
1	*ACVR2A*	ENSECAG00000000138	1.56	0.01	1.55	0,003	ns	
2	*ZAB2*	ENSECAG00000019355	1.41	0.05	1.42	0.017	ns	
3	*P2RY14*	ENSECAG00000001554	1.54	0.05	1.69	0.009	1.59	0.05
4	*WDR7*	ENSECAG00000007050	1.37	0.006	1.60	0.01	1.60	0.005
5	*AGPAT1*	ENSECAG00000016106	1.55	0.011	1.60	0.02	1.52	0.02
6	*FOXN2*	ENSECAG00000008390	ns		1.80	0.007	2.01	8.78E-06
7	*LARP4*	ENSECAG00000012479	ns		1.54	0.013	1.65	0.005
8	*LPGAT1*	ENSECAG00000013187	ns		1.39	0.01	1.46	0.02
9	*RICTOR*	ENSECAG00000000308	ns		1.74	0.002	1.91	0.0002
10	*ATP13A3*	ENSECAG00000006749	ns		1.65	0.0009	1.89	0.0005
11	*HIPK1*	ENSECAG00000015193	ns		1.61	0.013	1.92	0.0001
12	*NFAT5*	ENSECAG00000010266	ns		1.66	0.016	1.97	0.0008
13	*ZNF618*	ENSECAG00000020621	ns		1.66	0.003	1.87	0.0006
14	*GALNT7*	ENSECAG00000010243	ns		1.61	0.009	1.57	0.011
15	*TMED5*	ENSECAG00000016426	ns		1.51	0.01	1.53	0.003
16	*MBTD1*	ENSECAG00000022700	ns		1.65	0.009	1.61	0.005
17	*NCOA2*	ENSECAG00000008394	ns		1.41	0.05	1.61	0.0003
Genes down-regulated								
1	*GTSF1*	ENSECAG00000013618	ns		−1.55	0.0005	−1.48	0.034
2	*novel*	ENSECAG00000015782	ns		−1.83	0.001	−1.77	0.012
3	*novel*	ENSECAG00000017143	ns		−1.49	0.03	−1.66	0.02
4	*ANKZF1*	ENSECAG00000016473	0.5	0.05	−1.37	0.003	ns	
5	*C7orf50*	ENSECAG00000022930	−1.39	0.007	−1.39	0.04	ns	
6	*GZMH*	ENSECAG00000008322	−1.57	0.05	−1.46	0.04	ns	
7	*SYCE1*	ENSECAG00000012421	−1.43	0.01	−1.83	0.001	ns	
8	*CRYGS*	ENSECAG00000002645	−1.39	0.007	−1.43	0.004	ns	
9	*C12orf43*	ENSECAG00000014885	−1.42	0.05	ns		−1.36	0.04

*FC* fold change, *ns* not significant

### Functional annotation and identified pathways

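The counts are listed by Ensembl identifier, and the paper gives an identifier for 10 of the 89 symbols of Table 3, so the other symbols were not analysed here. Of the 8 with an identifier that Table 3 gives for T2:T3, 7 were differentially expressed and higher in T3, and all 8 had a positive log2 fold change, with a median of 1.34. Of the 7 given for T1:T2, 2 were differentially expressed, WDR7 with higher and ENSECAG00000012920 with lower expression in T2. Of the 4 given for T0:T3, NFAT5, WDR7, P2RY14 and HIPK1, 0 were differentially expressed, with a median log2 fold change of 0.40. The study chose these symbols on the same libraries, so no enrichment was tested.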

Our results showed that the highest number of identified genes encoded transcription factors, nucleic acid binding proteins and G-protein modulators, which were mainly transcriptionally activated at the last training phase (T_3_) (Table 3). Moreover, in the T_3_ period, the identified DEGs represented genes encoding cytoskeletal proteins, including actin cytoskeletal proteins and kinases. In turn, at the beginning of the training cycle (T_1_), the differential expression of genes related to immune response (defence proteins, cytokine receptors) and genes encoding hydrolase were detected (Table 3).

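Table 3 gives 2 immune genes by their identifiers. Of these, ENSECAG00000000325 was not differentially expressed between T1 and T2, and ENSECAG00000012920 was higher in T1, with a log2 fold change of -0.42 (standard error 0.14, adjusted p = 0.024 from edgeR) and was differentially expressed. GZMH, which encodes granzyme H, was also higher in T1, with a log2 fold change of -0.69 (standard error 0.32, adjusted p = 0.089 from edgeR), and was not differentially expressed. The number of T2 libraries below the T1 median of GZMH was 7 of 11. Without T1 replicate 8, ENSECAG00000012920 had a log2 fold change of -0.35 and was not differentially expressed.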

**Table 3:** The mostly affected genes encoding the most overrepresented protein classes during training regime in Arabian horses

	N	*P*	Gene	N	*P*	Gene	N	*P*	Gene
Training periods	T_1_ vs T_2_			T_2_ vs T_3_			T_0_ vs T_3_		
transcription factors (PC00218)	6	ns	*QKI; PPP1R37; PHTF2; MBTD1; FOXS1; ZEB2;*	34	0.0001	*AHR; GNPTAB; IKZF1; NCOA1; NFKBID; MBTD1; NFAT5; PDLIM5; RBBP8; RREB1*	46	0.006	*NFATC1;NCOR2; FOXJ2;NFAT5;SATB1;NCOA1;SKI;QKI;AFF4*
nucleic acid binding (PC00171)	13	ns	*LARP4; MBTD1; WDR7; RNASE1; OAS1; FOXS1*	42	0.003	*MDM4; ZBTB38; ACAP2; TOP3B; BDP1; WDR7; ATM; LARP4; SATB1*	74	0.0001	*CHD2; RREB1; TRA2A; MDM4; ZBTB38; SETX; ACAP2; NCOR2; WDR7; PRRC2C;*
G-protein modulator (PC00022)	2	ns	*P2RY14; CYSLTR1*	10	0.004	*CCRL2; P2RY14; EVI5; GNB4;*	16	0.02	*S1PR4;P2RY14;ACAP2;APPL1*
cytoskeletal protein (PC00085)							28	0.004	*CAMK4; MYO5A; DYNC1LI2; ACTR2; LMNB2; MSN; ASPM; SEPT11; MYH9; MYO9A; SYNE3*
actin family cytoskeletal protein (PC00041)							15	0.02	*MYO5A; ACTR2; KLHL6; MSN; SPTBN1; MYO9A; ASPM; KLHL11; WASF2; SYNE3; MYH9*
kinase (PC00137)	3	0.003	*ACVR2A, MAPK3, CASK*	17	0.0028	*PIK3CG; EEF2K; ACVR1B; ATM; MAP3K7; ACVR2A; WNK1; HIPK3; STK17B; LRRK2; HIPK1*	19	0.002	*PIK3CG; CAMK4; PANK3; MAP3K7; EEF2K; DYRK2; ATM; AURKC; HIPK3; HIPK1*
TGF-beta receptor (PC00035)	1	0.008	*ACVR2A*	1	0.0008	*ACVR1B; ACVR2A;*			
defense/immunity protein (PC00090)	5	0.001	*CD1C; C2; OAS1; ENSECAG00000012920; ENSECAG00000000325*	3	0.001	*TXLNG; IL6ST; CCRL2;*	4	0.003	*TXLNA;TXLNG; NOTCH1;NOTCH2;*
cytokine receptor (PC00084)	5	0.004	*ACVR2A; CD1C; ENSECAG00000012920; ENSECAG00000000325*	4	0.01	*CCRL2; ACVR2A; ACVR1B; IL6ST*			
hydrolase (PC00121)	5	0.002	*RNASE1; C2; WDR7; MX1; CHI3L1;*	8	0.01	*EVI5; ATP11C; NUDT17; ATP13A3; TPP1; GLS; PADI6; GNB4;*			

*N* number of genes detected

Pathway analysis was performed with DAVID and KEGG software using as an input a set of differentially expressed genes (fold change of at least ± 1.3; adjusted *p*-value < 0.05) between subsequent training periods: T_1_ vs. T_2_; T_2_ vs. T_3_ and T_0_ vs. T_3_. The most abundant genes up-regulated in exercise were involved in pathways that are important for the regulation of cell cycle (PI3K-Akt signalling pathway), cell communication (cAMP-dependent pathway), proliferation, differentiation and apoptosis, as well as immunity processes (Jak-STAT signalling pathway). 

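Of the 56 symbols of Table 4, the paper gives an identifier for 2, AGPAT5 (ENSECAG00000016106) and LPGAT1 (ENSECAG00000013187), both enzymes of glycerophospholipid metabolism. Between T2 and T3, AGPAT5 rose with a log2 fold change of 0.63 (standard error 0.20, adjusted p = 0.013 from edgeR) and was differentially expressed. LPGAT1 had a log2 fold change of 0.70 (standard error 0.38, adjusted p = 0.13) and was not, but without T2 replicate 8 it was, with 0.94. From T0 to T3, the log2 fold change was -0.19 (standard error 0.17) for AGPAT5 and 0.12 (standard error 0.28) for LPGAT1, and neither was differentially expressed.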

We also observed the exercise-induced expression of genes related to regulation of the actin cytoskeleton, gluconeogenesis (FoxO signalling pathway, insulin signalling pathway), glycerophospholipid metabolism and calcium signalling. The identified genes belonged to the two most overrepresented pathways, the FoxO and PI3K-Akt signalling pathways, which are highlighted in Figs. 1 and 2. Moreover, an increase in the transcriptional activity of genes belonging to the Notch signalling pathway (*KAT2B, NCOR2, NOTCH1, NOTCH2* and *RBPJ*) was identified (Table 4). Due to the relatively low number of detected down-regulated genes, only one pathway was found to be significant, and it contained genes overexpressed at the start of the training schedule (T_1_): hypertrophic cardiomyopathy (HCM) pathway (*CACNB1, TPM1, TPM2, TTN*).

**Fig. 1:**
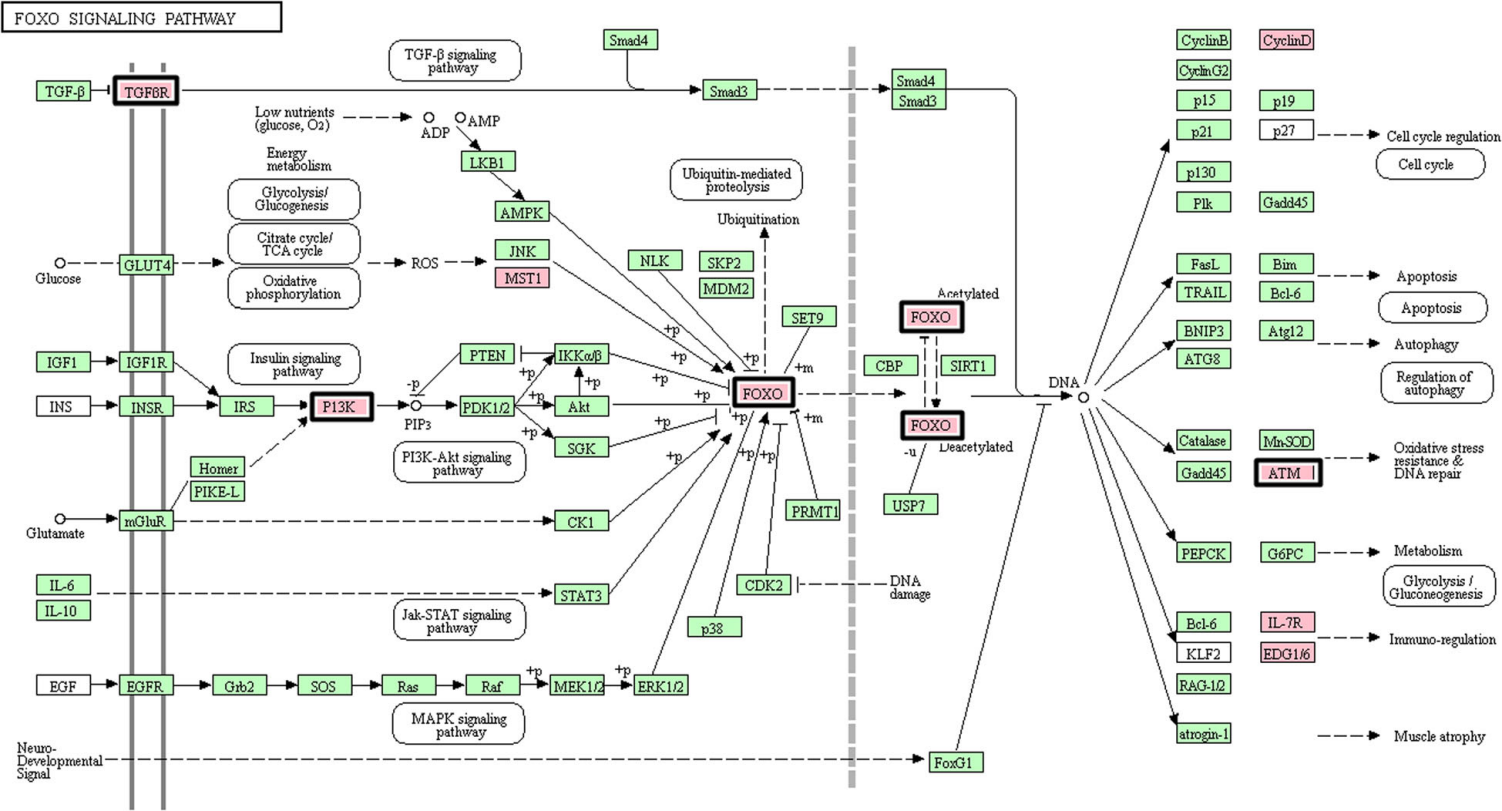
Significantly up-regulated genes during analysed training periods in Arabian horse blood that belong to the FoxO signalling pathway (KEGG ecb04068). Pathway presents the genes identified as differentially expressed (adjusted *p*-value < 0.05) between the T_2_ vs. T_3_ periods (bold highlight) and between T_0_ vs. T_3_ (pink highlight)

**Fig. 2:**
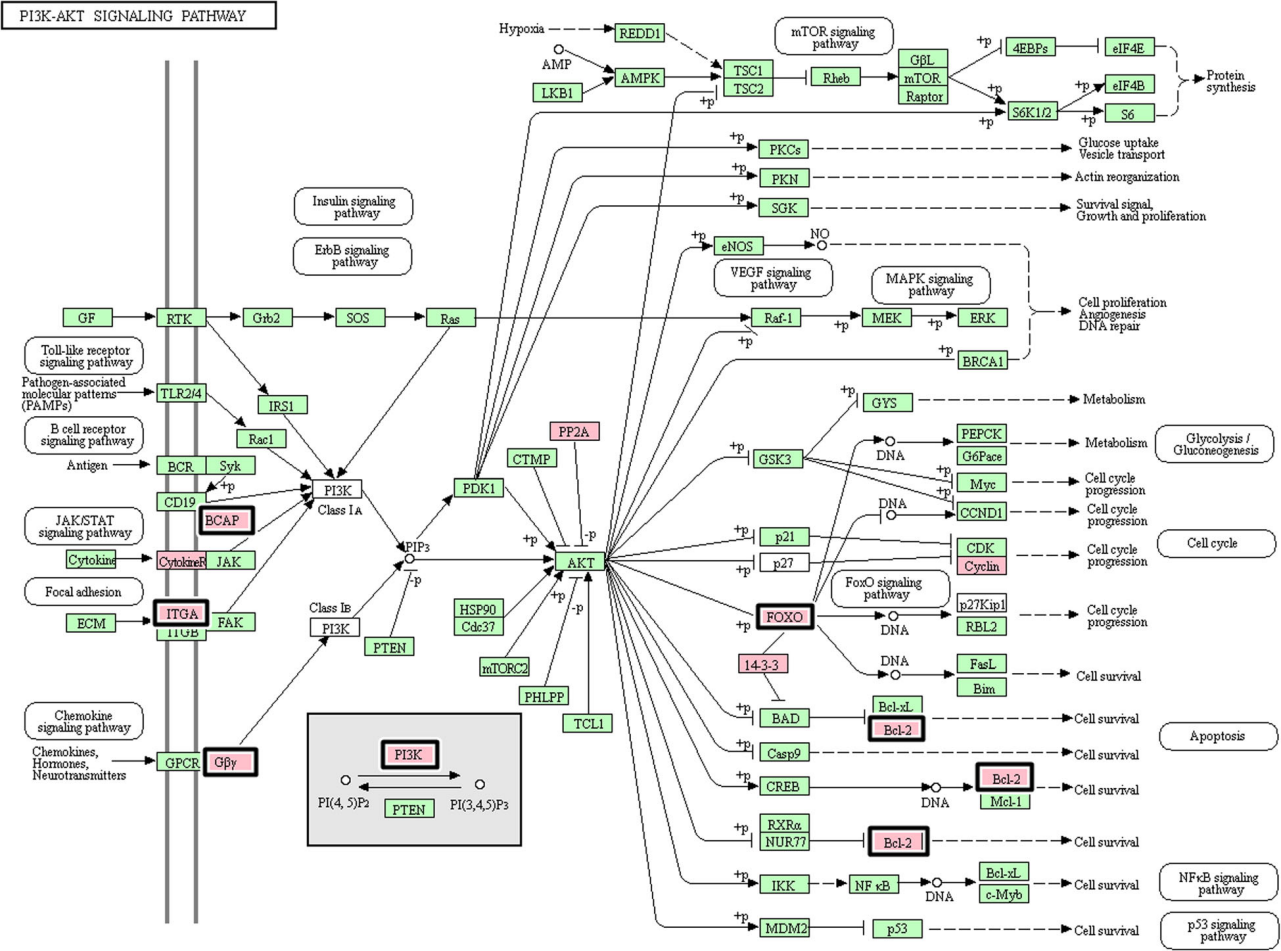
Significantly up-regulated genes during analysed training periods in Arabian horse blood that belong to the PI3K-Akt signalling pathway (KEGG ecb04151). Pathway presents the genes identified as differentially expressed (adjusted *p*-value < 0.05) between the T2 vs. T3 periods (bold highlight) and between T_0_ vs. T_3_ (pink highlight)

**Table 4:** The significant exercise-regulated molecular pathways identified fallowing training in Arabian horses

Pathway	Kegg number	Gene N	Gene symbol	*p*	Gene N	Gene symbol	*p*	Gene N	Gene symbol	*p*
Comparison		T_1_ vs T_2_			T_2_ vs T_3_			T_0_ vs T_3_		
Jak-STAT signaling pathway	ecb04630				4	*BCL2, IL6ST, PIK3CG, PTPN11,*	0.03	6	*BCL2, CCND2, IL6ST, IL7R, PIK3CG, PTPN11,*	0.01
PI3K-Akt signaling pathway	ecb04151				6	*BCL2, FOXO3, GNBa, ITGA4, PIK3AP1, PIK3CG,*	0.01	11	*BCL2, CCND2, FOXO3, GNB4, IL7R, ITGA4, PIK3AP1, PIK3CG, PPP2R5E, YWHAG, GNGT2*	0.001
cAMP signaling pathway	ecb04024				2	*PDE3B, PIK3CG*	0.04	7	*ATP2B, CAMK4, NFATC1, PDE3B, PDE4A, PIK3CG, PPP1R12A*	0.003
FoxO signaling pathway	ecb04068				4	*ATM, FOXO3, PIK3CG, TGFBR1,*	0.03	8	*ATM, CCND2, FOXO3, IL7R, STK4, PIK3CG, S1PR4, TGFBR1*	0.001
Glycerophospholipid metabolism	ecb00564	4	*AGPAT5, LGPAT1, GPD1, PLA2G4F*	0.001	4	*AGPAT3, AGPAT5, GPD2, LPGAT1,*	0.01	5	*AGPAT3, AGPAT5, GPD2, LPGAT1, PCYT1A*	0.002
Insulin signaling pathway	ecb04910				4	*CBL, CBLB, PDE3B, PIK3CG*	0.02	5	*CBL, FASN, CBLB, PDE3B, PIK3CG*	0.02
Calcium signaling pathway	ecb04020	2	*CYSLTR1, SLC25A4*	0.01	3	*ITPR1, ITPR2, CYSLTR1*	0.03	5	*ATP2A2, ATP2B4, CAMK4, ITPR1, ITPR2,*	0.03
Regulation of actin cytoskeleton	ecb04810	1	*MYLPF*	ns	6	*ARHGEF6, IQGAP2, ITGA4, PAK2, PIK3CG, SSH2,*	0.01	8	*ARHGEF6, IQGAP2, ITGA4, MSN, PAK2, PIK3CG, SSH2, PPP1R12A*	0.02
Notch signaling pathway	ecb04330				2	*KAT2B, RBPJ*	ns	5	*KAT2B, NCOR2, NOTCH1, NOTCH2, RBPJ*	0.001
Hypertrophic cardiomyopathy (HCM)	ecb05410	4	*CACNB1, TPM1, TPM2, TTN,*	0.03	1	*ITGA4*	ns	1	*ITGA4*	ns

*N* number of identified genes, *ns* not significant; gene symbol indicated in bold were identified as down-regulated during training periods

### Validation of results by qPCR

The validation of RNA-seq differential expression data was performed using a real-time PCR method for eight exercise-regulated genes. 

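The reference genes of the qPCR were also measured by sequencing. SDHA had a mean of 203 ± 24.8 CPM (SD, n = 6) in T0, 191 ± 28.0 (SD, n = 12) in T1, 201 ± 28.5 (SD, n = 11) in T2 and 202 ± 25.1 (SD, n = 8) in T3. GAPDH had 1164 ± 153 (SD, n = 6) in T0, 1681 ± 393 (SD, n = 12) in T1, 1417 ± 300.2 (SD, n = 11) in T2 and 1259 ± 294 (SD, n = 8) in T3. The log2 fold change of GAPDH was -0.23 (standard error 0.15) in T1:T2 and -0.19 (standard error 0.14) in T2:T3, and it was differentially expressed in neither. It was differentially expressed between T0 and T1, with 0.51 (standard error 0.19, adjusted p = 0.025 from edgeR) and 11 of 12 T1 libraries above the T0 median, and between T1 and T3, with -0.41 (standard error 0.17, adjusted p = 0.042 from edgeR) and 7 of 8 T3 libraries below the T1 median. With each library left out in turn, GAPDH was not differentially expressed in 2 of 18 fits of T0:T1 (0.43 without T0 replicate 1) and in 11 of 20 fits of T1:T3 (-0.35 without T3 replicate 5). Without the filter on low counts it was differentially expressed in neither (0.43 and -0.34). Of the 8 genes selected for qPCR, 6 were differentially expressed between T2 and T3, 1 between T1 and T2 and 0 between T0 and T3, where 0 of the 8 had an unadjusted p-value below 0.05.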

The significant positive correlation coefficients between normalized read counts (RNA-seq) and relative quantity results (real-time PCR) were observed for most of the analysed genes (Fig. 3). 

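By sequencing, P2RY14 had 15.9 ± 4.52 CPM (SD, n = 6) in T0, 7.31 ± 4.42 (SD, n = 12) in T1, 7.84 ± 2.22 (SD, n = 11) in T2 and 21.7 ± 15.6 (SD, n = 8) in T3. Its log2 fold change was 1.442 (standard error 0.32, adjusted p = 0.0012 from edgeR) between T2 and T3 and 0.43 (standard error 0.41, adjusted p = 0.48) between T0 and T3. LPGAT1 had 56.0 ± 21.4 CPM (SD, n = 6) in T0, 36.6 ± 37.2 (SD, n = 12) in T1, 37.3 ± 28.3 (SD, n = 11) in T2 and 61.4 ± 26.7 (SD, n = 8) in T3, a spread within periods as large as the differences between them. AGPAT5 had 6.46 ± 1.31 (SD, n = 6) in T0 and 5.70 ± 1.42 (SD, n = 8) in T3.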

For six genes, significant differences in transcript levels were detected between training periods (*CRYGS; LARP4; MBTD1; AGPAT5; LPGAT1; P2RY14*). qPCR confirmed the increased expression of the *P2RY14* and *LPGAT1* genes during the training schedule when compared to untrained horses. 

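In the sequencing data, LARP4 had 20.6 ± 4.14 CPM (SD, n = 6) in T0, 6.78 ± 2.69 (SD, n = 12) in T1, 9.81 ± 3.66 (SD, n = 11) in T2 and 20.7 ± 7.03 (SD, n = 8) in T3. MBTD1 had 21.4 ± 2.64 (SD, n = 6), 5.44 ± 2.34 (SD, n = 12), 8.87 ± 4.14 (SD, n = 11) and 21.2 ± 6.76 (SD, n = 8) in these periods. From T1 to T2, the log2 fold change was 0.52 (standard error 0.23, adjusted p = 0.074 from edgeR) for LARP4 and 0.70 (standard error 0.28, adjusted p = 0.056) for MBTD1, and without T2 replicate 1 both were differentially expressed, with 0.62 and 0.82. From T2 to T3, both were differentially expressed, with log2 fold changes of 1.06 (standard error 0.22, adjusted p = 0.00080) and 1.24 (standard error 0.27, adjusted p = 0.00096). Between T0 and T3, the log2 fold changes were -0.01 (standard error 0.20) and -0.03 (standard error 0.18), smaller than their standard errors, and their signs changed with the processing or with 1 library left out.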

For *LARP4* and *MBTD1*, an increase in transcript levels during training was detected (from T_1_ to T_3_ periods), but the highest expression was identified in untrained horses. On the other hand, the expression level of the *CRYGS* gene decreased from the T_1_ to T_3_ training period, which was consistent with the RNA-seq results. 

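CRYGS (ENSECAG00000002645) had 20.3 ± 11.3 CPM (SD, n = 12) in T1, 8.79 ± 3.84 (SD, n = 11) in T2 and 5.29 ± 1.96 (SD, n = 8) in T3, and 4.45 ± 1.89 (SD, n = 6) in T0. It was differentially expressed between T1 and T2, with a log2 fold change of -1.17 (standard error 0.30, adjusted p = 0.0078), and between T2 and T3, with -0.75 (standard error 0.29, adjusted p = 0.034), both from edgeR. In T3, 8 of 8 libraries were below the T2 median, and without T3 replicate 7 the log2 fold change was -0.64 and the gene was not differentially expressed. Between T0 and T3 the log2 fold change was 0.24 (standard error 0.31), and its sign changed when every library was thinned to the smallest total.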

The differences were not identified for the *FOXN2* and *ACVR2A* genes; however, a trend similar to that of the RNA-seq data was observed (fold change values for both methods are presented in Additional file 5: Table S4). 

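FOXN2 had 22.1 ± 3.12 CPM (SD, n = 6) in T0, 6.25 ± 2.59 (SD, n = 12) in T1, 8.10 ± 3.39 (SD, n = 11) in T2 and 29.9 ± 11.1 (SD, n = 8) in T3. Its log2 fold change was 1.86 (standard error 0.26, adjusted p = 5.9e-05 from edgeR) between T2 and T3, and 0.42 (standard error 0.22, adjusted p = 0.18) between T0 and T3. ACVR2A had 4.29 ± 1.07 (SD, n = 6), 3.64 ± 1.92 (SD, n = 12), 3.63 ± 1.10 (SD, n = 11) and 4.83 ± 1.29 (SD, n = 8) CPM in T0, T1, T2 and T3. It was not differentially expressed between T2 and T3, with a log2 fold change of 0.40 (standard error 0.19, adjusted p = 0.081), while without T2 replicate 11 it was, with 0.48. ACVR2A was also called there with the number in the sample title as a block and with the first surrogate variable. Between T0 and T3 it was not differentially expressed, with 0.16 (standard error 0.20).

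**Figure D4:**
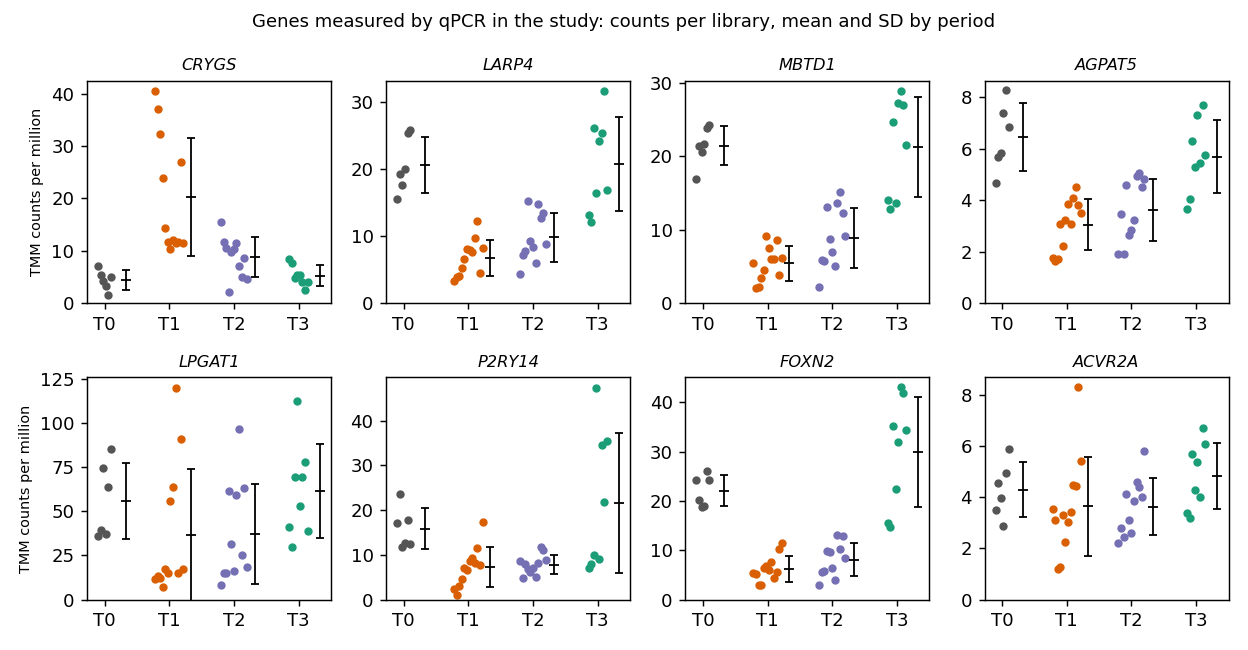
CPM of the 8 genes measured by qPCR, 1 point per library, with the mean and SD of each period in black. FOXN2, LARP4 and MBTD1 are higher in T0 and T3 than in T1 and T2, and LPGAT1 in T1 ranges from 7.17 to 119.7.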

The scarce dissimilarities observed between the RNA-seq and qPCR data probably result from the incomplete annotation of the horse genome (for example, the presence of other, unknown gene splice variants).

**Fig. 3:**
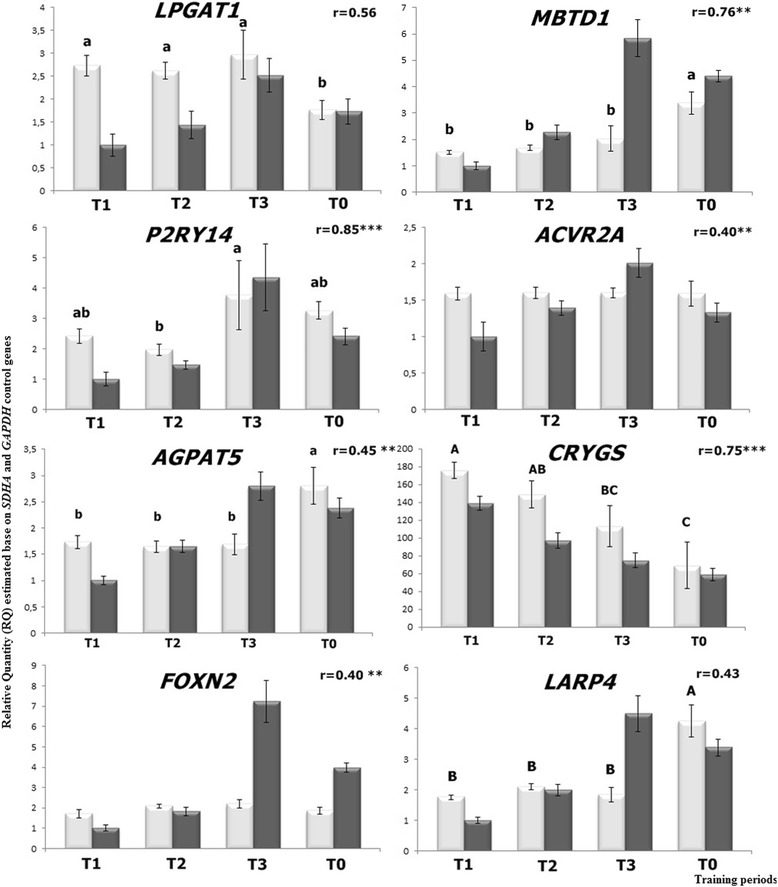
The exact gene expression levels estimated by real-time PCR (white column) and normalized counts detected by RNA-seq (grey column) for selected genes. The data are presented as mean ± standard error (training periods are T_1_: after the slow canter phase, T_2_: after the intense gallop phase, T_3_: at the end of the racing season; and T_0_ are untrained horses; the mean of Relative Quantity with different letters vary in significance with a,b: *p* < 0.05 and A,B: *p* < 0.01; r: correlation coefficient; * *p* < 0.05; ** *p* < 0.01; ***p < 0.001)

## Discussion

Arabian horses are believed to be one of the oldest and most influential horse breeds in the world. The Arabian lineage was used to improve many breeds, such as the Thoroughbred and the Lipizzaner, and they are still contributing to the refinement of other breeds [21]. Compared to other breeds, Arabian horses are characterized by remarkable stamina and courage; thus, they dominate in endurance riding and racing. The racing performance traits in Thoroughbred horses have been widely described. On the other hand, the exact mechanisms that occur in the blood and muscles of the Arabian horses during exercise and how they are related to their skeletal muscle workload are still not well understood.

Arabians, when compared to TB, have a lower maximal rate of oxygen consumption (VO_2_max), lower running speed at VO_2_max, lower respiratory exchange ratio and higher free fatty acid consumption in substrate selection during low-intensity exercise [22]. Moreover, Arabian horses have a higher proportion of type I and IIa (oxidative) muscle fibres in comparison to Thoroughbreds, which tend to have more fibres that support ATP production via anaerobic metabolism [23–25]. These differences support the thesis that the performance traits of Thoroughbred and Arabian horses are conditioned in different ways [23, 25], but the genetic aspects of racing performance have not been established for Arabian horses.

In the present research, blood transcriptomes obtained from 18 Arabian horses were analysed using an NGS-based RNA-Seq approach. To identify the genetic basis of adaptive response to training, we compared global gene expression profiles between subsequent training periods and between two extreme points: horses in the last training phase and untrained horses. The analysis of overrepresented functional ontologies showed that the most abundant exercise-regulated transcripts formed a group of genes encoding transcription factors (34 DEGs for the T_2_ vs. T_3_ comparison and 43 DEGs for T_0_ vs. T_3_). This result was consistent with previous research performed on Thoroughbred horses before and after exercise [10]. The authors identified the differential expression of 91 transcription factors in equine blood and muscle tissues, which suggested that the identified genes are responsible for the regulation of exercise-triggered signalling pathways. The present study showed that a large number of DEGs encode proteins that are involved in nucleic acid binding, act as G-protein modulators or have kinase activity in Arabian horse blood during exercise. This result was probably an exercise-related response to restore body homeostasis through the activation and/or repression of many signalling pathways and adaptation to exercise.

During the training schedule, our results indicated a significant up-regulation of several pathways involved in cell cycle regulation, proliferation, differentiation and apoptosis (PI3K-Akt signalling and Jak-STAT signalling pathways), as well as cell-cell communication (cAMP-dependent and Notch signalling pathways) and cellular signalling (calcium signalling pathway). It has been established that exercise increases protein synthesis via activation of the PI3K-Akt signalling pathway, which regulates inter alia skeletal muscle hypertrophy [26, 27]. The PI3K-Akt acts by increasing protein synthesis though the activation of mTOR pathways and by inhibiting protein degradation through the inactivity of FOXO transcription factors [27, 28]. The present research also confirmed the significant impact of Arabian horse training on the overrepresentation of both the PI3K-Akt and FoxO signalling pathways, as represented inter alia by the differential expression of *FOXO3* (Forkhead box protein O3), *PIK3CG* (Phosphoinositide-3-kinase PI3K), *TGFBR1* (TGF-beta receptor type-1), *BCL2* (Apoptosis regulator Bcl-2) and *ATM* (Serine-protein kinase ATM).

Comparisons of the T_2_ vs. T_3_ and T_0_ vs. T_3_ training periods showed exercise-induced expression of genes belonging to the Jak-STAT and cAMP signalling pathways; this expression was especially evident between the horses at the end of the training stage and the untrained horses (T_0_ vs. T_3_). In humans, Trenerry et al. [29] indicated that intensive exercise increased the levels of proteins involved in the JAK/STAT signalling pathway (interleukin-6, platelet-derived growth factor-BB), and the authors established that the investigated proteins are essential in adaptive responses to intensive training. Furthermore, it has been proven that cAMP signalling regulates the hypertrophic response in skeletal myofibres by increasing myofibre size and initiating fibre-type conversion [30–32]. In turn, in endurance horses, training induces the activity of oxidative fibres and decreases anaerobic metabolism, which is associated with an increase in the percentage of Type I fibres in muscle tissues [33]. During subsequent training stages, we observed an increase in the transcriptional activity of the *PIK3CG* gene (belonging to phosphoinositide-3-kinases, PI3Ks), which plays a critical role in most of the identified exercise-regulated pathways. In rats, Cheng et al. [34] showed that exercise enhances the protein levels of cardiac IGFI-R/PI3K/Akt pathways as well as the Bcl-2 family, including the *BCL2* gene, which was also identified in our research. The significant function of PIK3 kinase during skeletal muscle development was confirmed in a mouse animal model [35]. According to the authors, PI3K promotes the role of myostatin (*MSTN*) in the modulation of cell survival. Based on the identified exercise-regulated pathways, it can be assumed that our results enabled detection of the molecular modifications that occur in horses and are the basis for metabolic changes in an organism’s adaptation to long-term training.

Moreover, the differential expression of genes related to metabolic processes that are critical to maintaining body homeostasis seems interesting. The results showed that the exercise-regulated genes belong to the FoxO and Insulin signalling pathways, which are essential for the glucose and glycerophospholipid metabolism pathways. In our study, eight genes from the FoxO signalling pathway were up-regulated in response to an increase in physical activity, including the *FOXO3* (Forkhead Box O3) and *TGFBR1* genes (Transforming Growth Factor, Beta Receptor 1). It has been proven that FoxO transcription factors play a key role in the regulation of energy homeostasis in muscle tissue during catabolic conditions [36]. Furthermore, FoxO3 can increase mitochondrial respiration by binding to the mitochondrial DNA-regulatory regions, and both FoxO1 and FoxO3 can regulate the two main proteolytic pathways (ubiquitin–proteasome and autophagy–lysosome pathways) [37]. The recent study performed by Sanchez [38] confirmed the significant function of FoxO factors in response to endurance training through the regulation of angiogenetic processes in muscle. The increased expression of the Forkhead family of transcription factors (FOXOs) that was observed in our research suggests that these genes also play an important role in adaptation to exercise in horses.

One of the most important groups of DEGs associated with training in Arabian horses are involved in metabolic processes, particularly in energy production (glycerophospholipid metabolism and insulin signalling pathways). Homeostasis between the utilization of glucose and lipids during intensive exercise is critical for the optimization of training efficiency. It has been shown that, in comparison to Thoroughbreds, the muscle tissue of Arabian horses is characterized by a higher proportion of slow twitch (Type I) muscle fibres [24; 25], which are characterized by a low glycogen content and a high reserve of triglycerides. The increased request of lipids during training can be confirmed by the observed up-regulation of genes belonging to the glycerophospholipid metabolism pathway in our results. The improved efficiency of fatty acid utilization was particularly evident between horses in the last training period and untrained horses, where five significant genes were related to lipids metabolism: *AGPAT3, AGPAT5, GPD2, LPGAT1,* and *PCYT1A*. Two of these genes belonged to the AGPAT family (acylglycerolphosphate acyltransferase), which catalyses an important step in triacylglycerol (TAG) synthesis and storage [39]. The glycerol-3-phosphate dehydrogenase 2 gene (*GDP2*) encodes the mitochondrial protein responsible for glycerone phosphate synthesis and is an element of glycerol degradation via the glycerol kinase pathway [40]. In turn, Choline-phosphate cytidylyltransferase A (*PCYT1A*) controls phosphatidylcholine biosynthesis, while lysophosphatidylglycerol acyltransferase 1 (*LPGAT1*) takes a part in the glycerophospholipid biosynthetic process [41].

Furthermore, our results pinpointed few transcripts that were affected by exercise and classified as part of the insulin signalling pathway (*CBL, FASN, CBLB, PDE3B, PIK3CG* – PI3Ks). Some of these genes control adipogenesis (*FASN*; fatty acid synthase), while others are considered negative regulators of many pathways, including the insulin signalling pathway (E3 ubiquitin-protein ligases: *CBL* and *CBLB*) [42]. Kim et al. [43] confirmed that endurance training increased the expression levels of several genes belonging to the insulin pathway (also PI3-kinase; Phosphoinositide 3-kinases) in rat skeletal muscles and suggested that this kind of exercise can be associated with alterations in insulin sensitivity. In 2002, the research performed on mice established that the increase in PI3-kinase activity after exercise resulted in the enhancement of insulin activity in skeletal muscles [44]. To date, the significant role of PI3Ks in insulin-mediated glucose uptake following training has been confirmed in humans and other species [45]. In Thoroughbred horses, McGivenly et al. [6] detected the up-regulation of insulin and Type II diabetes mellitus pathways after short-term exercise and proposed that these changes were transcriptional adaptations to training. Our results also highlighted the significance of molecular mechanisms for modulating glucose uptake and lipid metabolism. These mechanisms are essential for maintaining body homeostasis during long-term exercise in Arabian horses.

Regular training is associated with the increased expression of antioxidant enzymes and the activation of inflammatory cytokines [46], which are generally recognized by the organism as stress factors [4]. One of the most important adaptive responses to exercise is changes in gene expression that are responsible for metabolic modification and cell cycle progression, which ultimately result in a return to homeostasis. In Arabian endurance horses, Cappaelli et al. [20] identified four genes that had high sequence similarity to genes involved in a training-induced stress response: *IL8* (interleukin 8), *EIF4G3* (eukaryotic translation factor 4 gamma, 3), *RBBP6* (retinoblastoma binding protein 6) and *HSP90AA1* (heat shock protein). In 2010, Capomaccio et al. [12] showed the differential expression of several genes involved in inflammation in horses participating in endurance races. Global gene expression profiles of the blood were analysed in three periods (pre-, during and post-race). Among the 20 identified genes with the highest fold change, the authors detected three interleukins (*IL18; IL8; IL1R2*), three chemokines (*CXCL2; CCR2; CCL5*) and an interferon receptor 1 (*IFNAR1*). Similarly, Capomaccio et al. [11] compared the blood transcriptomes at two time points, at rest and immediately at the end of the race, and showed exercise-induced deregulation of pro-inflammatory molecules, such as *IL8, IL18, CCR2, TLR1, IL1R1, CXCL1, CCL5* and integrins (*ITGAL, ITGAM*). In the present study, we attempted to estimate the influence of long-term exercise periods on gene expression patterns in the blood of Arabian horses. A significant up-regulation of interleukins (*IL6ST; IL6R; IL7R*) and integrin (*ITGA4*) was observed. The increased transcript abundance of acute-phase response molecules confirmed that an organism recognizes long-term training as a stress factor and that these inflammatory responses play an important function in triggering downstream signalling pathways, which are critical to the maintenance of homeostasis. Thus, understanding the molecular basis of exercise-induced stress can be helpful for identifying performance markers in horses.

Application of an RNA-seq method based on next-generation sequencing allowed us to detect a panel of uncharacterized DEGs (51 genes) with a potentially important function in exercise adaptation. Some of these genes were differentially expressed in more than two training periods, and orthologue analysis showed that these genes mainly encoded transcription factors, defence/immunity proteins, and proteins that bind nucleic acids and receptors. Similar results were presented by Park et al. [10], who analysed exercise-induced changes in the blood transcriptome of TB horses and detected 56 uncharacterized genes that code for transcription factors. Our approach provided a panel of candidate genes that may be responsible for adaptive training responses in horses; these genes should be investigated in the future.

## Conclusions

Our results allowed for the identification of changes in gene expression profiles during a training schedule in Arabian horses. Based on a comparative analysis of blood transcriptomes, several exercise-regulated pathways and genes affected by exercise were detected. We pinpointed the overrepresented molecular pathways and genes that are essential for an exercise-related adaptive response for maintaining body homeostasis. The observed transcriptional activation of such genes as *LPGAT1, AGPAT5, PIK3CG, GPD2, FOXN2, FOXO3, ACVR1B* and *ACVR2A* can form the basis for further research to identify the genes that are potentially associated with racing performance in Arabian horses. Such markers may be essential for choosing a training regimen, and they can reveal what causes the differences in racing performance that are specific to various breeds.

## Additional files

Additional file 1: Figure S1. The training procedure and points of sample collection.

Additional file 2: Table S1. Primer sequences used in real-time qPCR validation.

Additional file 3: Table S2. The basic NGS data statistics for the analysed samples.

Additional file 4: Table S3. Identified gene orthologues with differential expression between analysed training periods.

Additional file 5: Table S4. The fold-change values obtained from comparisons between subsequent training periods using RNA-seq and qPCR methods.

## Abbreviations

DEGs: Differentially expressed genes
TB: Thoroughbred horses
PASB: Polish Arabian Stud Book
RIN: RNA integrity number
QC: Quality control
GO: Gene Ontology
VO2max: Maximal rate of oxygen consumption
KEGG: Kyoto Encyclopedia of Genes and Genomes

# Supplementary material for: Transcriptome profiling of Arabian horse blood during training regimens
**Source:** BMC Genet. 2017 Apr 5;18:31. doi: 10.1186/s12863-017-0499-1
**Supplement:** Supplementary file 1 — The training procedure and points of sample collection.

S1 Text: The training procedure preparing for flat racing and points of sample collection:

The experiment was performed on 6 untrained Arabian horses (2,5 years old) and 12 Arabian horses (3 years old) introduced to the training center in September. From 12 horses during training period samples were collected at three different time-points of training procedure: after the slow canter phase (March – conditioning phase), after intense gallop phase (May - before racing season -trained horses), and at the end of the racing season (October) (Figure 1). The **training preparing for** **flat racing** was the same for each analyzed horses. The training cycle consists of five stages:

1 - during the first month (October) 2.5 years old horses are trained to be ridden;

2 – the second and third month of training - in each week during the 4-day training period two slow canter (up to 1500 m) are introduced and interspersed by walk or trot;

3 - the fourth month - the increasing of slow canters up to 5000 m still interspersed by walk and trot;

4 – the fifth and sixth month - the decreasing of canter distance (to 2500 or 3000 m);

5 – the seventh month - gallop - every week a gallop distance is extended from 200 to 1200 m.

A few days before the start, each horse should run the distance in a gallop not longer than 2000 m and not shorter than 200-400 m above the planned race distance. The training for all horses was conducted according to presented scheme and was the same for each analyzed horse. The analyzed group of animals included the same number of mares and stallions.

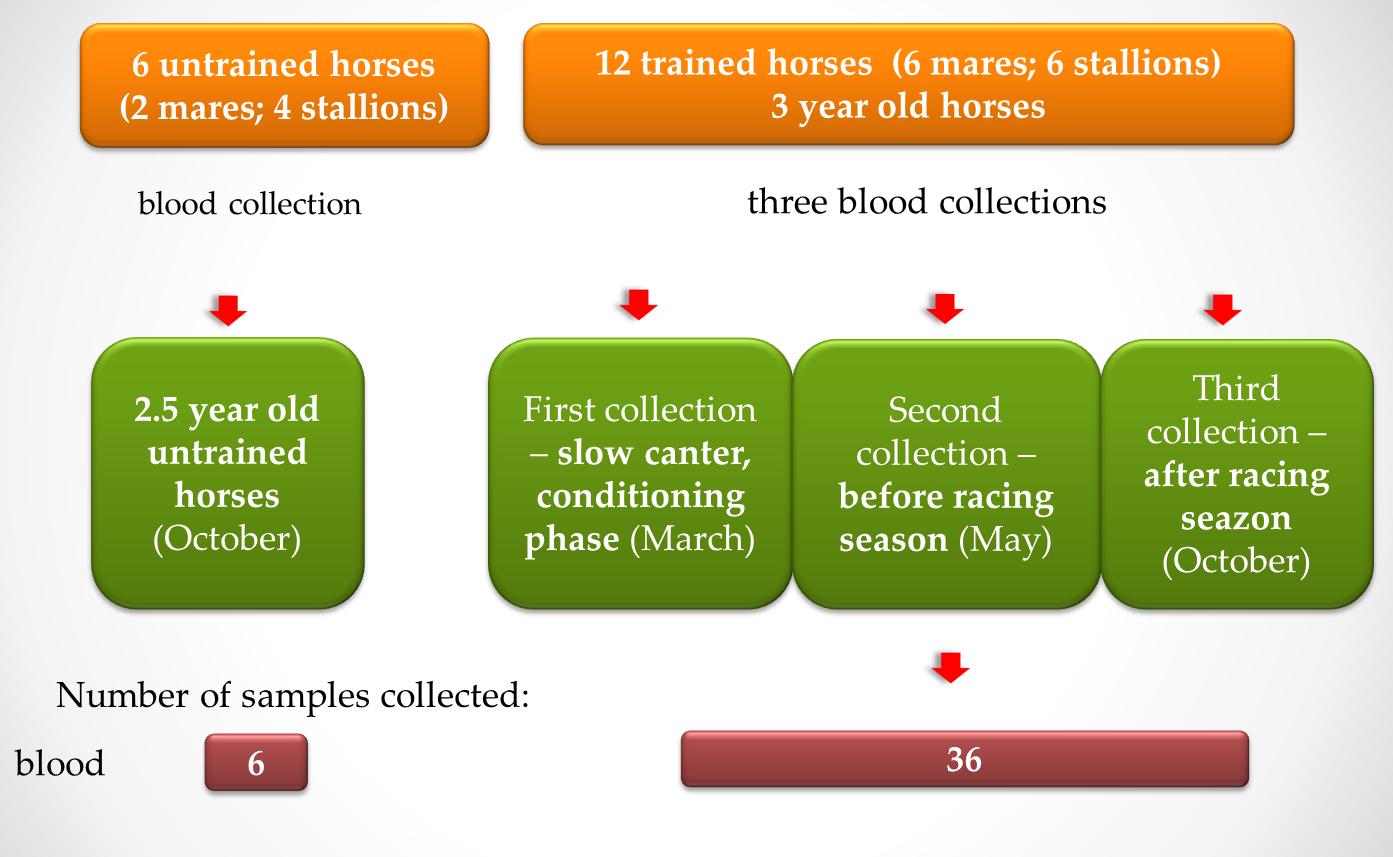

Figure 1. Time-points of sample collection during training schedule.

# Supplementary material for: Transcriptome profiling of Arabian horse blood during training regimens
**Source:** BMC Genet. 2017 Apr 5;18:31. doi: 10.1186/s12863-017-0499-1
**Supplement:** Supplementary file 2 — Primer sequences used in real-time qPCR validation.

| S1 Table. Primer sequences used in real-time qPCR validation. | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Gene symbol** | **Gene name** | | **Accession number** | **Sequence** | **Amplicon length** |
| ***FOXN2*** | Forkhead box N2 | | ENSECAG00000008390 | F TTTGCTACTGCACCAACAGG  R TGCAGGAGAAGCAAAAGGTT | 191 |
| ***LPGAT1*** | Lysophosphatidylglycerol acyltransferase 1 | | ENSECAG00000013187 | F TGTCACTCTGCCAAGGATTG  R TCCAAGGATCCAGGTTTGAA | 196 |
| ***AGPAT5*** | 1-acylglycerol-3-phosphate O-acyltransferase 5 | | ENSECAG00000016106 | F GATGGCTTCATGAACGTTTT  R TTCCTTCCAGCCTCAGTCAT | 194 |
| ***MBTD1*** | Mbt domain containing 1 | | ENSECAG00000022700 | F CTCCATTGCAGCACCAGTAA  R TTCTTCCCATCCATCAAAATG | 172 |
| ***ACVR2A*** | Activin receptor type-2A precursor | | ENSECAG00000000138 | F GCCATTTGAGGAGGAAATTG  R CCAGCTGATAACCTGGCTTC | 176 |
| ***P2RY14*** | Purinergic receptor P2Y, G-protein coupled, 14 | | ENSECAG00000001554 | F AGCAAACTCCTGTCGGTGAT  R GTTTGAGGCTTTGTGCCACT | 149 |
| ***CRYGS*** | Crystallin gamma S | | ENSECAG00000002645 | F CTGAACACCAGCATTGGATG  R CATGATGGAAGGGCAATCTT | 148 |
| ***LARP4*** | La ribonucleoprotein domain family member 4 | | ENSECAG00000012479 | F CAAAGCCATCGAGGACAAAT  R TCTCGTAATGGCTGCACAAG | 155 |
| ***SDHA*** | Succinate dehydrogenase complex subunit A | | ENSECAG00000000397 | F GGAAGCGTGTTACAGGAAGG  R GTAATCTTCCCTGGCGTGAG | 196 |
| ***GAPDH*** | Glyceraldehyde-3-phosphate dehydrogenase | | ENSECAG00000022051 | F TCACCAGGGCTGCTTTTAAC  R GCCTTTCCGTTGATGACAAG | 156 |
|  | |  | | | |

# Supplementary material for: Transcriptome profiling of Arabian horse blood during training regimens
**Source:** BMC Genet. 2017 Apr 5;18:31. doi: 10.1186/s12863-017-0499-1
**Supplement:** Supplementary file 3 — The basic NGS data statistics for the analysed samples.

| S2 Table. The basic NGS data statistics for the analysed samples | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Training periods | Samples | Indexes | Pool | Number of raw reads | Number of reads after filtration | Number of discarded reeds | % of discarded | Uniquely mapped reads | Uniquely mapped reads (%) |
| T1 | 1 | 5 | 1 | 26730399 | 26301320 | 429079 | 1.61 | 16924163 | 64.35 |
| T1 | 2 | 6 | 1 | 30222483 | 29702412 | 520071 | 1.72 | 18774931 | 63.21 |
| T1 | 3 | 7 | 1 | 29371815 | 28886691 | 485124 | 1.65 | 18924156 | 65.51 |
| T1 | 4 | 8 | 1 | 26543873 | 26109331 | 434542 | 1.64 | 18779476 | 71.93 |
| T1 | 5 | 10 | 2 | 34747988 | 34079063 | 668925 | 1.93 | 28214132 | 82.79 |
| T1 | 6 | 11 | 2 | 28698865 | 28155698 | 543167 | 1.89 | 23847177 | 84.7 |
| T1 | 7 | 13 | 3 | 21537589 | 21155280 | 382309 | 1.78 | 17453666 | 82.5 |
| T1 | 8 | 14 | 2 | 30079214 | 29484441 | 594773 | 1.98 | 23288023 | 78.98 |
| T1 | 9 | 15 | 3 | 22043400 | 21639075 | 404325 | 1.83 | 16627493 | 76.84 |
| T1 | 10 | 18 | 3 | 21634746 | 21227778 | 406968 | 1.88 | 17460674 | 82.25 |
| T1 | 11 | 22 | 4 | 17846046 | 17342103 | 503943 | 2.82 | 7863194 | 45.34 |
| T1 | 12 | 27 | 4 | 16450020 | 16145701 | 304319 | 1.85 | 13327044 | 82.54 |
| T0 | 13 | 21 | 4 | 22642715 | 22216364 | 426351 | 1.88 | 19451158 | 87.55 |
| T2 | 14 | 10 | 4 | 23961657 | 23572319 | 389338 | 1.62 | 18679678 | 79.24 |
| T2 | 15 | 11 | 1 | 24036968 | 23633823 | 403145 | 1.68 | 19258099 | 81.49 |
| T2 | 16 | 5 | 2 | 23376867 | 22897075 | 479792 | 2.05 | 18653121 | 81.47 |
| T2 | 17 | 6 | 2 | 21537022 | 21051693 | 485329 | 2.25 | 14956654 | 71.05 |
| T2 | 18 | 7 | 2 | 27537740 | 27008689 | 529051 | 1.92 | 23214008 | 85.95 |
| T2 | 19 | 8 | 2 | 23064315 | 22626370 | 437945 | 1.90 | 19185751 | 84.79 |
| T2 | 20 | 25 | 1 | 26534031 | 26132187 | 401844 | 1.51 | 21340476 | 81.66 |
| T2 | 21 | 22 | 3 | 21248580 | 20873831 | 374749 | 1.76 | 18174014 | 87.07 |
| T2 | 22 | 23 | 3 | 23214099 | 22813215 | 400884 | 1.73 | 19718737 | 86.44 |
| T2 | 23 | 14 | 4 | 22371584 | 21985359 | 386225 | 1.73 | 19277796 | 87.68 |
| T2 | 24 | 15 | 4 | 17096327 | 16779324 | 317003 | 1.85 | 12227020 | 72.87 |
| T3 | 25 | 14 | 1 | 27327737 | 26930023 | 397714 | 1.46 | 23468846 | 87.15 |
| T3 | 26 | 15 | 1 | 22982835 | 22646219 | 336616 | 1.46 | 19366389 | 85.52 |
| T3 | 27 | 6 | 3 | 27121349 | 26592444 | 528905 | 1.95 | 23533088 | 88.5 |
| T3 | 28 | 7 | 3 | 24145760 | 23671814 | 473946 | 1.96 | 20286366 | 85.7 |
| T3 | 29 | 8 | 3 | 28492016 | 27905161 | 586855 | 2.06 | 24480621 | 87.73 |
| T3 | 30 | 9 | 4 | 30014784 | 29436692 | 578092 | 1.93 | 26090642 | 88.63 |
| T3 | 31 | 10 | 4 | 29563636 | 29007129 | 556507 | 1.88 | 25546209 | 88.07 |
| T3 | 32 | 11 | 4 | 24665972 | 24217526 | 448446 | 1.82 | 21405350 | 88.39 |
| T0 | 33 | 16 | 4 | 22921247 | 22504808 | 416439 | 1.82 | 19689350 | 87.49 |
| T0 | 34 | 12 | 4 | 23735032 | 23313083 | 421949 | 1.78 | 20204759 | 86.67 |
| T0 | 35 | 9 | 3 | 23593090 | 23162930 | 430160 | 1.82 | 20075596 | 86.67 |
| T0 | 36 | 10 | 3 | 23394870 | 22973911 | 420959 | 1.80 | 19902558 | 86.63 |
| T0 | 37 | 7 | 4 | 24288167 | 23851326 | 436841 | 1.80 | 20548297 | 86.15 |
| The number of indexes are according to TruSeq RNA Kit v2 kit (Illumina); samples were combined in 4 (1- 4) pools. | | | | | | | | | |

# Supplementary material for: Transcriptome profiling of Arabian horse blood during training regimens
**Source:** BMC Genet. 2017 Apr 5;18:31. doi: 10.1186/s12863-017-0499-1
**Supplement:** Supplementary file 5 — The fold-change values obtained from comparisons between subsequent training periods using RNA-seq and qPCR methods.

| S4 Table. The fold-change values obtained from comparisons between subsequent training periods using RNA-seq and qPCR methods. | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **RNA-seq results** | | | | | | **qPCR results** | | | | | |
|  | **T1 vs T2** | adj pvalue | **T2 vs T3** | adj pvalue | **T3 vs T0** | adj pvalue | **T1 vs T2** | p value | **T2 vs T3** | p value | **T3 vs T0** | p value |
| *LPGAT1* | -1.40 | ns | 1.39 | 0.01 | 1.46 | 0.02 | -1.10 | ns | 1.13 | ns | -0.59 | 0.05 |
| *MBTD1* | 1.48 | ns | 1.65 | 0.009 | 1.61 | 0.005 | 1.11 | ns | 1.20 | ns | 1.67 | 0.05 |
| *P2RY14* | 1.54 | 0.05 | 1.69 | 0.009 | -1.59 | ns | -1.23 | ns | 1.91 | 0.05 | -1.16 | ns |
| *ACVR2A* | 1.56 | 0.01 | 1.55 | 0.003 | -1.45 | ns | 1.01 | ns | 1.00 | ns | -1.10 | ns |
| *AGPAT5* | 1.55 | 0.011 | 1.60 | 0.02 | 1.52 | 0.02 | 1.05 | ns | 1.03 | ns | 1.65 | 0.05 |
| *CRYGS* | -1.39 | 0.007 | -1.43 | 0.004 | 1.47 | ns | -1.20 | ns | -1.31 | ns | -1.61 | ns |
| *FOXN2* | -1.41 | ns | 1.80 | 0.007 | 2.01 | 8.78E-06 | -1.22 | ns | 1.04 | ns | -0.84 | ns |
| *LARP4* | -1.40 | ns | 1.54 | 0.013 | 1.65 | 0.005 | 1.20 | ns | -0.87 | ns | 2.30 | 0.001 |
| adj p value are presented according to DESeq2; p value were calculated using Duncan test (ANOVA procedure ); ns- not significant | | | | | | | | | | | | |

How the deposited data were processed for this re-analysis (not part of the article)

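RNA sequencing of jugular blood from Arabian horses was analysed in 37 libraries: 6 of untrained horses (T0), 12 after the slow canter phase (T1), 11 after the intense gallop phase (T2) and 8 at the end of the racing season (T3). Periods and sexes were taken from the sample labels. The labels give 2 mares and 4 stallions in T0, 5 and 7 in T1, 4 and 7 in T2, and 4 and 4 in T3.

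The authors removed adapters, short reads and low-quality bases with Flexbar, aligned the reads with STAR to EquCab2 with the annotation of Ensembl release 83, and estimated expected counts per gene with RSEM. The table of all 26991 genes, which was used here, holds these counts rounded to whole numbers and without normalization. The authors' 3 smaller tables, one per comparison, hold the 7885 genes with at least 6 counts in every library. They differ from the full table by 1 count in 78, 74 and 49 cells. No pair of libraries was a duplicate, since the lowest chi-square per degree of freedom between 2 libraries was 14.5 within a period and 18.7 over the 502 pairs across periods.

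Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr, libraries were scaled with TMM factors, and 2 periods at a time were compared with the quasi-likelihood F-test. A differentially expressed gene had a Benjamini-Hochberg adjusted p-value below 0.05 and a fold change of at least 1.3. Standard errors are the size of the log2 fold change divided by the square root of F. The test was tested on simulated data with 200 changed genes, drawn with the dispersions and totals of the libraries compared. It recovered 62.5% of them in T1:T2, 74.0% in T2:T3 and 76.0% in T0:T3, and 4.58%, 3.27% and 7.32% of its calls were false. With DESeq2 84.0% were recovered in T0:T3 and 14.7% of calls were false. The simulated genes varied independently of each other. These rates thus do not carry over to libraries in which many genes vary together. Other splits of the real libraries gave up to 2711 differentially expressed genes in T1:T2, 1423 in T2:T3 and 1284 in T0:T3. Expression per library is given as CPM of the TMM-scaled total. At the median library total of 10611594, 1 CPM rests on about 11 reads before TMM scaling. It rests on fewer in small libraries with a low TMM factor. In T1 replicate 11, with a factor of 0.410, the 8.32 CPM of ACVR2A rest on 13 counts.

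Genes named by the paper were matched by the Ensembl identifiers it prints, all 74 of which are in the counts. Symbols without an identifier in the paper were not analysed, because the reference at hand pairs symbols with other identifiers. For this reason the marker lists chosen for cell types, of which 1 of 229 symbols could be paired, were not used, and no pathway was tested. Besides the genes the paper names, genes were named by a rule set before the data were examined: the 5 largest rises and falls among differentially expressed genes with a mean of at least 50 counts, of which the largest are given, and the 5 genes with most counts.

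The alternatives, set at the same stage, were DESeq2 1.42.0, RLE size factors, no filter on low counts, a fit of all libraries, sex or the number in the sample title as a term, the first surrogate variable from sva 3.50.0, the genes over 1% of counts left out, libraries thinned to the smallest total, other uses of the fold threshold, 6 libraries per period, and each library left out in turn. A further 4 were chosen after seeing the data: the genes with at least 6 counts in every library with edgeR and with DESeq2, the log2 TMM factor as a covariate, and a log2 fold change of at least 1.3. Corrections for GC content and gene length were not run. Each comparison was repeated on 100 splits of its libraries, the real one included. The sex by period interaction was tested in 3 fits, and in simulated data for T2:T3 that test recovered 81.5% of changed genes. The qPCR values and the enrichment results were not analysed here. The sequencing pools of Table S2 were not used as a term, because neither its sample numbers nor the library labels tie a sample of that table to a library.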

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

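All tests in this part were chosen or given their criteria after the results had been seen. The samples of each period were searched for values far from the others in total counts, TMM factors, detected genes and the expression of the qPCR genes. Of 26 sets of T0 or T3 libraries, 0 held such a value, where chance gives about 1 in 20. The other periods have more than 10 libraries and were not searched.

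The paper does not report 3 of the possible comparisons. Between T0 and T1, 6708 of 11544 tested genes were differentially expressed (3340 higher and 3368 lower in T1). Between T0 and T2, 3900 of 11662 were (1979 higher and 1921 lower in T2), and between T1 and T3, 7452 of 11471 (3777 higher and 3675 lower in T3). T1 and T2 thus both differed from untrained horses by more genes than T3 did (2295), but for T2 this order reversed in the fit with the log2 TMM factor described below. In each comparison 1 of 100 splits of the libraries, the real one, gave as many genes.

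A difference in library size as the whole cause is argued against. With every library thinned to the smallest total, 5414 genes were differentially expressed in T0:T1, 2622 in T0:T2 and 6249 in T1:T3. Since thinning also removes counts, a share of library size in these numbers cannot be told apart. A few genes taking most of the counts is argued against by the shares. The 5 genes with most counts held at most 5.93% of a library in T0, 6.14% in T1, 6.42% in T2 and 5.36% in T3. Without the genes over 1% of counts the numbers were 6694, 3898 and 7432. No gene held more than 2.65% of a library, so leaving these genes out could change little.

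A gradient between libraries that also runs within a single period stays open and may account for much of these differences. The first principal component was computed within a period that was not part of the comparison, and its gene loadings were compared with the log2 differences across 12025 genes, which are not independent replicates. The Spearman correlation was -0.84 for the T2 component with T0:T1 and -0.55 for the T1 component with T0:T2. It was 0.85 for the T2 component with T1:T3. The other component outside each comparison gave -0.76 (T3 with T0:T1), -0.73 (T3 with T0:T2) and -0.052 (T0 with T1:T3). The first component within T0 thus did not run with the differences of T1:T3. With the log2 TMM factor as a covariate, the numbers of differentially expressed genes were 2795, 0 and 4804, while T0:T3 had 2419. In T0:T2, 5625 genes had an unadjusted p-value below 0.05 without the covariate. The covariate differs between the periods, so it also removes part of any effect of the period. Whether the gradient comes from sample handling, the quality of the libraries, the composition of the blood or training was not tested. The cell type lists could not be matched to the counts, and no label ties a sample of Table S2 to a library. The effects of training, season and age, which differ between these periods by design, stay open and untested.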

How the results depend on the processing

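The alternatives added after seeing the results were the 4 named as such below. Values given without a cause are those for which the cause was not tested.

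The number of genes differentially expressed in T1:T2 was the least stable. It was 3584, and it was 1 with the first surrogate variable as a covariate, 1018 with the fold threshold tested with glmTreat, and 0 as the median of 20 draws of 6 libraries per group, 16 of which had no such gene. The draws have fewer libraries, and they also differ in which libraries they hold: the highest T1:T2 draw gave 4691 genes. In T2:T3 the median of such draws was 4134.5, so fewer libraries alone do not account for the 0. DESeq2, RLE size factors, no filter on low counts, all libraries in one fit, a sex term, the replicate block, thinning, leaving out genes over 1% of counts and no fold threshold stayed within 1.5 times of it. Between 2534 and 4672 genes were found when each library was left out in turn.

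In T2:T3, 5107 genes were differentially expressed, of which 2611 were higher in T3. Testing the fold threshold with glmTreat gave 1933 and 1320. The other alternatives, apart from those added later, stayed within 1.5 times. In T0:T3, 2295 genes were differentially expressed, of which 1218 were higher. All 37 libraries in one fit gave 717 and 440, and glmTreat gave 282 and 216. Thinning gave 1499 genes, and it lowers the counts in every library. With the replicate block, in which the number in the sample title was taken as a horse although the sexes of equal numbers conflict, 1447 genes were found. No setting gave more genes in T0:T3 than in T2:T3.

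The number of genes shared by T2:T3 and T0:T3 was 1283. It was 358 with all libraries in one fit, 716 with the replicate block and 127 with glmTreat. The number shared by T1:T2 and T2:T3 was 2179. It was 0 with the first surrogate variable, 314 with glmTreat and 0 as the median of the 6-library draws. In T0:T2, 3900 genes became 2113 with all libraries in one fit and 668 with glmTreat. Without a covariate, 5476 genes of T1:T2 had an unadjusted p-value below 0.05.

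The 4 alternatives chosen after seeing the data gave the following numbers. With the log2 TMM factor as a covariate, T1:T2 and T0:T2 had 0 genes, T2:T3 2965, T0:T1 2795 and T1:T3 4804, and T1:T2 and T2:T3 shared 0. With genes of at least 6 counts in every library, T2:T3 had 3212 (1669 higher) and T0:T2 2354. With DESeq2 on these genes T2:T3 had 3177 and T0:T2 2519. Fewer genes are tested in both. With a log2 fold change of at least 1.3, the numbers were 449 in T1:T2, 398 in T2:T3 (389 higher), 178 in T0:T3 (138 higher), 2428 in T0:T1, 275 in T0:T2 and 2747 in T1:T3, with 26 shared by T2:T3 and T0:T3 and 3 by T1:T2 and T2:T3.

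Of the 17 genes that Tables 2 and S3 list for T1:T2, 6 were differentially expressed in the paper's direction. The number was 0 with the surrogate variable, with the TMM covariate and as the median of the draws, 2 with glmTreat and 1 with the log2 threshold, and it lay between 4 and 6 with a library left out. Of the 48 for T2:T3, 40 were, and 13 with the log2 threshold. Of the 49 for T0:T3, 2 were. The number was 1 with all libraries in one fit and with glmTreat, 5 with DESeq2 on genes of at least 6 counts, 11 with the TMM covariate and 0 with the log2 threshold. It lay between 2 and 8 with a library left out, with 8 without T3 replicate 2. Of the Table 3 genes with an identifier, 2 of 7 were called in T1:T2. The number was 0 with no filter on low counts, the surrogate variable, glmTreat, the draws, the TMM covariate and the log2 threshold, 4 with all libraries in one fit, and between 0 (without T1 replicate 3) and 4 (without T1 replicate 10) with a library left out. In T2:T3, 7 of 8 were called, and 4 with the log2 threshold. In T0:T3, 0 of 4 were called, with 1 for DESeq2 on genes of at least 6 counts, 2 with the TMM covariate and 0 to 1 with a library left out, the 1 without T3 replicate 2.

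The sex by period interaction had 0 genes in T1:T2, T2:T3 and T0:T3 with edgeR, and 3075, 278 and 242 genes had an unadjusted p-value below 0.05. DESeq2 gave 42, 1 and 1.

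The log2 fold changes of 51 pairs of a named gene and a comparison were computed under 9 alternatives, and 417 of 459 values had the same direction and the same side of the threshold, 24 were weaker, 10 were stronger and 8 had the opposite sign. The sign changed for P2RY14 in T1:T2 with the first surrogate variable (-0.20) and in T0:T3 with the replicate block (-0.12), for CRYGS in T0:T3 with thinning (-0.020), and for LARP4 in T0:T3 with DESeq2 (0.0067), RLE size factors and all libraries in one fit (both 0.011), without the genes over 1% of counts (0.0087) and with thinning (0.056). With 1 library left out, 866 of 936 values were the same, 42 were weaker, 13 stronger and 15 of opposite sign. Values of the pairs with an opposite sign ranged from -0.030 to 0.21 for ACVR2A in T1:T2, from -0.012 to 0.32 for P2RY14 in T1:T2, and in T0:T3 from -0.051 to 0.27 for LPGAT1, from -0.11 to 0.088 for LARP4 and from -0.099 to 0.062 for MBTD1. The cause was not tested.

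The mean CPM of the qPCR and reference genes moved by less than 1 SD under RLE size factors and without the genes over 1% of counts. The GC content and gene length corrections, alone or with the block, were not run, because no GC content or length was at hand, and the alternatives for the marker lists were not run, because symbols could not be paired. The smallest library, with 3810631 counts, limits what low-count genes can show in T1.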

Differences from the paper's values

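For the numbers named DEGs T1:T2, DEGs T2:T3, DEGs T0:T3, up-regulated DEGs T2:T3 and up-regulated DEGs T0:T3 (DEGs are differentially expressed genes), the values differ. The paper gives 40 differentially expressed genes for T1:T2, against 3584 here, 296 for T2:T3, against 5107, and 440 for T0:T3, against 2295. It gives 266 genes up-regulated in T3 against T2, where 2611 were found here, and 389 against T0, where 1218 were found. None of the alternatives set before the data were examined reached the paper's 3 totals or its 266. With all 37 libraries in one fit, 440 genes were higher in T3 than in T0, within 1.5 times the paper's 389. With a threshold of 1.3 on the log2 fold change, which was chosen after seeing the values, 398 genes were differentially expressed in T2:T3 and 389 of them were higher, within 1.5 times the paper's 296 and 266. The other comparisons were not within 1.5 times with this threshold. T1:T2 had 449 genes, against the paper's 40. T0:T3 had 178, of which 138 were higher, against the paper's 440 and 389.

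The paper lists fold changes as ratios with the sign of the direction. Read as ratios, its values differ from those here by more than 1 standard error for 10 of 17 listed genes in T1:T2, 34 of 48 in T2:T3 and 45 of 49 in T0:T3. Read as log2 values they differ for 13, 38 and 49, so the ratio scale is used below. The paper used an earlier version of DESeq2 than the 1.42.0 used here. Neither that version nor a DESeq2 fit with shrunken fold changes was run. Their share in the gaps below was thus not tested.

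In T1:T2, the paper's fold change of ACVR2A is 1.56, against 1.05 here, and thinning closed the gap. For WDR7 it is the paper's 1.37 against 1.69, closed by the first surrogate variable and by thinning, and by leaving out T1 replicate 2, 3 or 4 or T2 replicate 4, 8, 9 or 10. For P2RY14 it is the paper's 1.54 against 1.08, closed by the replicate block. For AGPAT5 it is the paper's 1.55 against 1.20, and no alternative set before the data were examined closed the gap. For SYCE1 it is the paper's -1.43 against -3.45 and for CRYGS the paper's -1.39 against -2.25, both closed by the first surrogate variable. Read as log2 values, the paper's values for SYCE1 and CRYGS lay within 1 standard error of the log2 fold changes here.

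In T2:T3, no alternative set before the data were examined closed the gap for PRR14L (the paper's 1.56 against 5.30), KMT2C (the paper's 1.55 against 4.78), TBL1X (the paper's 1.41 against 2.09), NFAT5 (the paper's 1.66 against 5.89), NCOA2 (the paper's 1.41 against 3.15), ZNF618 (the paper's 1.66 against 2.79), ATP13A3 (the paper's 1.65 against 3.21), WDR7 (the paper's 1.60 against 2.27), P2RY14 (the paper's 1.69 against 2.72), MBTD1 (the paper's 1.65 against 2.36), FOXN2 (the paper's 1.80 against 3.63) or LARP4 (the paper's 1.54 against 2.08). Read as log2 values, the paper's values for ZNF618, ATP13A3, P2RY14 and FOXN2 lay within 1 standard error of the log2 fold changes here, and those of the others in this list did not. For LOC100062658 the paper's 1.51 against 1.75 was closed by thinning and without T3 replicate 7. For ACVR2A the paper's 1.55 against 1.32 was closed by all 37 libraries in one fit, the replicate block and the first surrogate variable, and without T2 replicate 11 or T3 replicate 1, 2 or 6.

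In T0:T3, no alternative set before the data were examined closed the gap for NHSL2 (the paper's 1.52 against 2.11), TBL1X (the paper's 1.39 against 1.16), FOXN2 (the paper's 2.01 against 1.34), AGPAT5 (the paper's 1.52 against -1.14), LARP4 (the paper's 1.65 against -1.004), MBTD1 (the paper's 1.61 against -1.02) or ENSECAG00000014696 (the paper's 1.53 against -1.42). For TAF1 the paper's 1.49 against 1.25 was closed by all 37 libraries in one fit and by thinning, for POM121C the paper's 1.39 against 1.17 by all 37 libraries in one fit, and for LPGAT1 the paper's 1.46 against 1.08 by all 37 libraries in one fit and without T0 replicate 6. Over the listed genes, 12 of 49 had the opposite sign in T0:T3 and 0 in the other comparisons.

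Some genes that the paper calls and the main analysis does not were called in the paper's direction in other settings. The replicate block called GZMH in T1:T2, and ACVR2A, LPGAT1, GTSF1, ENSECAG00000015782, LOC100060531 and ENSECAG00000016428 in T2:T3. ACVR2A was also called in T2:T3 with the first surrogate variable and, in settings chosen after seeing the values, on genes with at least 6 counts in every library with edgeR or DESeq2. Leaving out T2 replicate 5 called LOC100060531, T2 replicate 8 LPGAT1 and GTSF1, T2 replicate 9 GTSF1 and LOC100060531, T2 replicate 10 GTSF1, T2 replicate 11 ACVR2A and GTSF1, and T3 replicate 2 ACVR2A, GTSF1, ENSECAG00000015782 and LOC100060531. In T0:T3, DESeq2 called ZNF618 and thinning TRAPPC10. Settings chosen after seeing the values called NFAT5, ZNF618 and ENSECAG00000014226 (DESeq2 on genes with at least 6 counts in every library) and FOXN2, RICTOR, HIPK1, NFAT5, ZNF618, GOPC, TAF1, TRAPPC10 and ENSECAG00000013923 (the log2 TMM factor as a covariate). Leaving out T0 replicate 6 called ENSECAG00000023195, T3 replicate 1 ZNF618 and ENSECAG00000023195, and T3 replicate 2 RICTOR, NFAT5, ZNF618, TAF1, TRAPPC10 and ENSECAG00000013923.

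The paper finds most differentially expressed genes between untrained horses and T3. Here the number was higher in T2:T3 than in T0:T3 under each alternative.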

Other observations

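The tests in this part were chosen, or given their criteria, after the results had been seen. They concern the 3 comparisons of the paper, the sexes and the labels of 2 libraries.

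In each comparison of the paper, 1 of 100 splits of the libraries, the real one, gave as many differentially expressed genes, and the same held for the genes up-regulated in T3 against T2 and against T0. The highest number in another split was 2711 in T1:T2, 1423 in T2:T3 and 1284 in T0:T3. Thinned to the smallest total, T1:T2 had 2767 and T2:T3 3998 genes, which argues against library size as the whole cause. In T0:T3 thinning gave 1499, and since thinning also removes counts, a share of library size in that number cannot be told apart. Without the genes over 1% of counts, the numbers were 3603, 5102 and 2287. That fit could change little, since no gene held more than 2.65% of a library. The shares of the 5 genes with most counts, at most 6.42% of a library, argue against a few genes taking the counts.

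A gradient between libraries that also runs within a single period is a candidate explanation for a part of the changes in T1:T2 and T2:T3. The gene loadings of the first component within T3 had a Spearman correlation of 0.63 with the log2 differences of T1:T2, and those within T1 of 0.56 with T2:T3, across 12025 genes that are not independent replicates. On the same side of that component lay 91.2% of the differentially expressed genes of T1:T2 and 84.5% of those of T2:T3. The T0 component, also outside both comparisons, had nearly no relation to their differences. Its correlation was -0.067 with T1:T2 and -0.0067 with T2:T3, and 49.9% and 50.2% of their differentially expressed genes lay on its side. The gradient was thus not that of the first component within T0. For T0:T3, the correlation was 0.064 with the T1 component and 0.12 with the T2 component, which argues against this gradient as the main cause there. A smaller part stays open, since 61.5% and 63.3% of its differentially expressed genes lay on the same side of these components. The components of T1, T2 and T3 were correlated with each other (0.65 for T1 with T2, 0.52 for T1 with T3 and 0.70 for T2 with T3), and the T0 component was not correlated with them in this direction (0.01, -0.27 and -0.25). By period, the paper's median share of uniquely mapped reads had the same order as the mean PC1 score over all libraries. The share was 77.91% in T1, 81.66% in T2, 86.67% in T0 and 87.9% in T3. The mean PC1 scores were -61.4, 3.56, 47.1 and 51.9. Training, season, handling of the blood and the quality of the libraries may each produce such a gradient. They stay open as untested.

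T3 differed from T0 by fewer genes (2295) than T2 did (3900), except with the log2 TMM factor as a covariate, where T0:T3 had 2419 and T0:T2 had 0. The month of sampling may contribute to this if T0, like T3, was sampled in October. Neither the titles of the T0 samples nor the paper's text states their month. With October taken for T0, the number of untrained horses sampled outside October is 0, so training and month cannot be told apart.

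The fold changes that the paper lists for T0:T3 had a Spearman correlation of -0.84 with the log2 differences T0:T2 across the listed genes, against 0.33 with T0:T3 and 0.82 with T2:T3. Whether they are values of another pair of groups cannot be told apart from the choice of the genes, which was made on these libraries.

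The sex by period interaction had 3075 genes with an unadjusted p-value below 0.05 in T1:T2, and 5 of 100 permutations of the sex labels within periods, the real labels included, gave as many (median 242). In T2:T3 it had 278, and 62 of 100 gave as many (median 334). The T2:T3 number may thus arise by chance from these labels. The T1:T2 number was reached by few permutations, the highest of the others being 5268. In T1 the TMM factors of the mares were 0.492, 0.567, 0.696, 0.942 and 0.410. Those of the stallions were 0.536 in T1 replicate 2 and from 0.922 to 1.14 in the others. Whether this imbalance gave the T1:T2 number was not tested. T0:T3, with 2 mares in T0, was not permuted.

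ENSECAG00000018100 was chosen after its values were seen, as a gene that separated the sexes in T0 and T2, where mares had at most 0.200 CPM. In 2 libraries labelled male it was at the level of mares: T1 replicate 8 had 1 count and T3 replicate 3 had 0. At the lowest level of the stallions of T0 and T2, at least 109 counts would be expected in these libraries, which argues against low depth. A candidate explanation is the sex labels of the 2 libraries, since 4 of 4 values of 2 other genes in these libraries lay outside the range of the other stallions on the side of mares. For ENSECAG00000011344, T1 replicate 8 had 4.93 and T3 replicate 3 had 4.78 CPM, and for ENSECAG00000014736 they had 67.96 and 45.0. The values of T3 replicate 3 lay within the range of the mares of T3 (4.42 to 6.78 and 39.5 to 54.2 CPM). Those of T1 replicate 8 lay beyond the range of the mares of T1 (0 to 3.38 and 83.96 to 152 CPM), so for these genes this library was within the range of neither sex. An unusual animal stays open, and the labels were used as given.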
